# DDX41 resolves G-quadruplexes to maintain erythroid genome integrity and prevent cGAS-mediated cell death

**DOI:** 10.1038/s41467-025-62307-7

**Published:** 2025-08-05

**Authors:** Honghao Bi, Kehan Ren, Pan Wang, Ermin Li, Xu Han, Wen Wang, Jing Yang, Inci Aydemir, Kara Tao, Renee Ma, Lucy A. Godley, Yan Liu, Vipul Shukla, Elizabeth T. Bartom, Yuefeng Tang, Lionel Blanc, Madina Sukhanova, Peng Ji

**Keywords:** Cancer genetics, Cell death

## Abstract

Deleterious germline *DDX41* variants constitute the most common inherited predisposition disorder linked to myeloid neoplasms (MNs), yet their role in MNs remains unclear. Here we show that DDX41 is essential for erythropoiesis but dispensable for other hematopoietic lineages. Ddx41 knockout in early erythropoiesis is embryonically lethal, while knockout in late-stage terminal erythropoiesis allows mice to survive with normal blood counts. DDX41 deficiency induces a significant upregulation of G-quadruplexes (G4), which co-distribute with DDX41 on the erythroid genome. DDX41 directly binds to and resolves G4, which is significantly compromised in MN-associated *DDX41* mutants. G4 accumulation induces erythroid genome instability, ribosomal defects, and p53 upregulation. However, p53 deficiency does not rescue the embryonic death of Ddx41 hematopoietic-specific knockout mice. In parallel, genome instability also activates the cGas-Sting pathway, impairing survival, as cGas deficiency rescues the lethality of hematopoietic-specific Ddx41 knockout mice. This is supported by data from a DDX41-mutated MN patient and human iPSC-derived bone marrow organoids. Our study establishes DDX41 as a G4 resolvase, essential for erythroid genome stability and suppressing the cGAS-STING pathway.

## Abstract (web summary)

Germline DDX41 mutations are linked to myeloid neoplasms, but their roles in the disease is unclear. Here, the authors show that DDX41 resolves G-quadruplex structures to maintain erythroid genome stability and prevent cGAS-mediated cell death. These functions are lost in disease-associated variants.

## Introduction

Germline mutations in DDX41 predispose 2–5% of patients with myelodysplastic syndromes (MDS) or acute myeloid leukemia (AML)^1–6^. Patients with *DDX41* mutation tend to be late onset with long-term preceding indolent or mild cytopenia^4,7–9^. More than 80 distinct *DDX41* germline and somatic variants have been reported, making *DDX41* one of the most common MDS/AML predisposition genes^3^. DDX41 is an ATP-dependent DNA/RNA helicase and belongs to the DEAD box family of proteins^10^. It also binds to dsDNA to induce innate immune responses during viral infection^11,12^. Mouse and human DDX41 proteins are highly conserved. DDX41 is functionally important in multiple processes, including mRNA splicing, innate immunity, and rRNA processing^10^. Although clinical evidence shows clear pathologic roles of *DDX41* germline and somatic mutations in myeloid neoplasms, often leading to DDX41 loss of function, the mechanism remains elusive. Previous research on DDX41 led to varied findings. A recent mouse genetic study revealed that biallelic *Ddx41* mutations disrupt snoRNA biogenesis and are incompatible with proliferating hematopoietic cells^13^. Conversely, another study showed that *ddx41* deficiency in zebrafish caused R-loop accumulation, resulting in the expansion of the hematopoietic stem and progenitor cells (HSPCs)^14^. Understanding DDX41’s mechanisms across hematopoietic lineages is crucial for developing innovative therapies for DDX41-mutated MNs.

G-quadruplexes (G4) are four-stranded, noncanonical secondary DNA structures formed in guanine-rich sequences^15^. G4 was reported to be related to the R-loop formation^16,17^. Both structures show accumulation in G-rich regions and cause DNA double-strand breaks (DSBs) by inducing genome instability^14^. DEAD box family proteins, such as DDX5, were shown to be essential to resolve DNA G4^10,18^. G4 homeostasis is also critical for transcriptional regulation during development^19^. Through in vivo studies and human models, we show that DDX41 resolves G4 structures in the erythroid genome. DDX41 deficiency leads to G4 accumulation, causing genome instability, ribosomal defects, and cGAS-mediated cell death, impairing erythropoiesis and contributing to myeloid neoplasm pathogenesis.

## Results

### Ddx41 is essential for early-stage terminal erythropoiesis

Loss of Ddx41 in mouse hematopoietic cells in vivo was shown to be embryonically lethal with unclear cellular and molecular mechanisms^20^. To investigate Ddx41’s functions in hematopoiesis, we first generated a hematopoietic-specific *Ddx41* knockout mouse model by crossing floxed *Ddx41* (*Ddx41*^*fl/fl*^) with *VavCre* mice (Supplementary Fig. 1A). As reported, Ddx41 deficiency led to embryonic lethality^20^, although VavCre expression in oocytes and endothelial cells raises the possibility that the observed lethality may involve contributions from non-hematopoietic lineages. Morphologic examination at E14.5 showed that *VavCre:Ddx41*^*fl/fl*^ embryo was severely pale, indicating defects in erythropoiesis (Supplementary Fig. 1B). We next purified Ter119 (a mature red cell marker) negative fetal liver HSPCs from the mutant fetuses and cultured the cells in an erythropoietin (Epo)-containing erythroid differentiation system^21,22^. We found that loss of Ddx41 completely blocked erythroid differentiation with a marked increase in cell death (Supplementary Fig. 1C and 1D), demonstrating that Ddx41 is essential for erythropoiesis.

To study the role of Ddx41 in erythropoiesis, we first determined the expression levels of Ddx41 during different stages of erythropoiesis in an in vitro mouse bone marrow erythroid culture system. We found that Ddx41 is highly upregulated in the early stages of terminal erythropoiesis (day 1 in culture) when the cells rapidly underwent differentiation and proliferation. Its level was then reduced on day 2 when the cells were prepared for enucleation (Fig. 1A). To study Ddx41 in vivo, we generated two erythroid-specific *Ddx41* knockout mouse models, *EpoRCre:Ddx41*^*fl/fl*^ and *HBBCre:Ddx41*^*fl/fl*^ mice, to test the functions of Ddx41 at different stages of erythropoiesis. *EpoRCre:Ddx41*^*fl/fl*^ mice manifest *Ddx41* deletion at the progenitor stages of erythropoiesis (approximately the CFU-E (colony forming unit-erythroid) stage, day 0 in culture system), whereas *HBBCre:Ddx41*^*fl/fl*^ mice exhibit *Ddx41* deletion at the terminal stages of erythroid differentiation^23^ (Fig. 1B and Supplementary Fig. 1E). We found that *EpoRCre:Ddx41*^*fl/fl*^ mice were also embryonically lethal (Fig. 1C). The lack of appropriate morphogenesis suggests that Ddx41 could be critical for primitive erythropoiesis (Fig. 1D). We next analyzed *EpoRCre:Ddx41*^*fl/+*^ mice that survived to adulthood. These mice exhibited normal fetal liver erythropoiesis (Supplementary Fig. 2A). They showed mild macrocytic anemia with normal white blood cell and platelet counts at 2 months old (Fig. 1E and Supplementary Fig. 2B), which partially mimics patients with *DDX41* germline mutations before the development of overt MNs upon somatic second hit^8,24,25^. We sacrificed the *EpoRCre:Ddx41*^*fl/+*^ mice and analyzed bone marrow erythroid cells using flow cytometry of cell surface CD71 and Ter119, two established markers for erythroid maturation. We found significantly compromised terminal erythropoiesis and increased myeloid cells percentage-wise and in absolute numbers with *Ddx41* heterozygosity (Fig. 1F and Supplementary Fig. 2C). This was accompanied by increased Ter119 positive erythroid cells in the spleen (Fig. 1G and Supplementary Fig. 2D), which indicates compensatory extramedullary stress erythropoiesis.

**Fig. 1:**
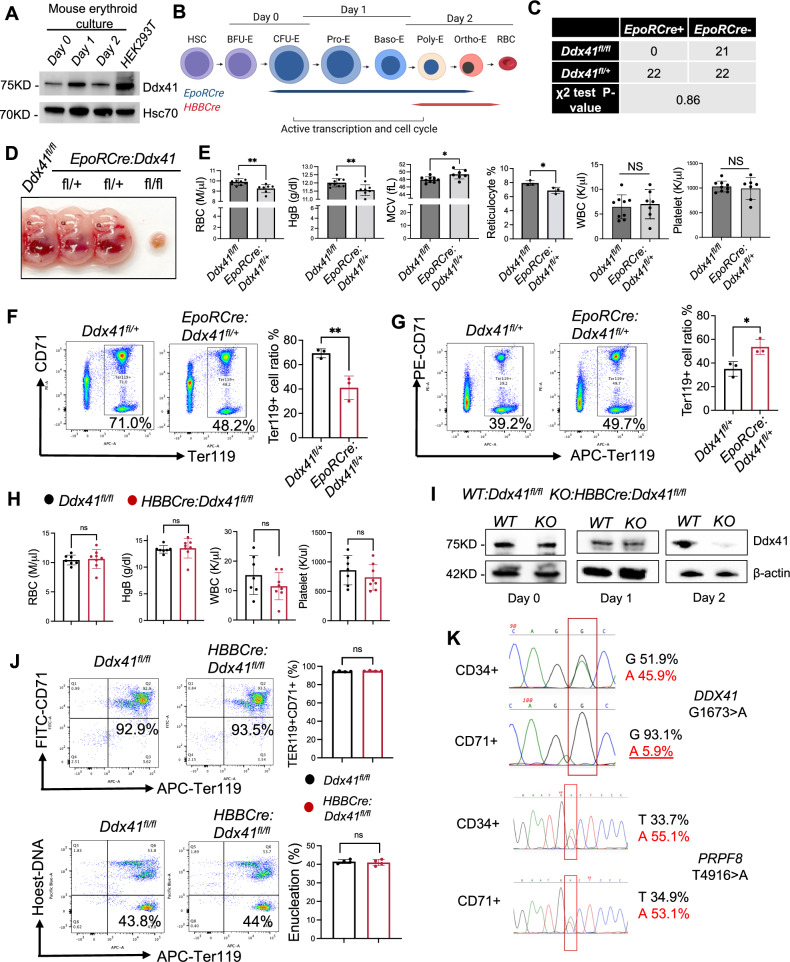
Ddx41 is essential for early-stage terminal erythropoiesis. **A** Western blotting of Ddx41 and Hsc70 (loading control) in the indicated cells. The loading control and Ddx41 were performed on the same gel (repeated 3 times). **B** Schematic illustration of erythropoiesis. Terminal erythropoiesis starts from the stages of CFU-E to proerythroblast (ProE). The stages of EpoR and HBB-driven Cre expression are shown. Created in BioRender. Ji, P. (https://BioRender.com/vycb0g0). **C** Mendelian segregation of indicated mice. A two-sided χ^2^ test yields a *P* value of 0.86, indicating no significant deviation from the expected Mendelian segregation. **D** Representative pictures of E14.5 embryos with the indicated genotypes. **E** Complete blood count (CBC) of the indicated mice at 2 months of age. From left to right, *p* values: 0.004, 0.0079, 0.0133, 0.032, 0.703, and 0.6381. **F** Flow cytometric assays of bone marrow erythroid cells from the indicated mice from E. Statistical analysis is on the right. *p* = 0.009. **G** Same as F except spleens were analyzed. *p *= 0.022. **H** CBC analysis of indicated mice at 2 months of age. No statistically significant differences were found. **I** Western blotting of Ddx41 from the ex vivo Epo medium-cultured bone marrow erythroid cells from the indicated mice at 2 months of age. **J** Flow cytometric assays of bone marrow erythroid differentiation (upper panels) and enucleation (bottom panels) from the indicated mice in G. No statistically significant differences were found (right). **K** Sanger sequencing of *DDX41* and *PRPF8* in CD34+ HSPCs and CD71+ erythroid progenitor cells purified from bone marrow aspirate of a patient with MDS. *DDX41* mutation is somatic with unclear zygosity. All the error bars represent the SEM of the mean. At least 3 independent biological replicates were tested for each group. Each replicate represents either an individual mouse or a cell culture sample. The comparison between two groups was evaluated with 2 tailed t test. * *p* < 0.05, **p < 0.01. ns: not significant. Source data are provided as a Source Data file.

In contrast, *HBBCre:Ddx41*^*fl/fl*^ mice were viable with no detectable hematologic phenotypes, manifested by normal complete blood count (CBC) at 2 months old (Fig. 1H and Supplementary Fig. 2E). To confirm that *Ddx41* is knocked out at the late-stage terminal erythroblasts in *HBBCre:Ddx41*^*fl/fl*^ mice, we cultured *HBBCre:Ddx41*^*fl/fl*^ bone marrow lineage negative cells in the Epo-containing medium in which mouse erythroid progenitor cells can rapidly differentiate and proliferate to mature red blood cells in 2 days (Supplementary Fig. 2F). Western blotting demonstrated that Ddx41 showed a slight decrease on day 1 when the cells were predominantly at the early stages of terminal erythropoiesis proerythroblast stages^26–28^. Ddx41 was markedly decreased on day 2 when the cells were at the late-stage terminal erythropoiesis (Fig. 1I). Consistent with the CBC data, flow cytometry analyses showed no difference in the differentiation and enucleation of the cultured bone marrow erythroid cells from *HBBCre:Ddx41*^*fl/fl*^ and their littermate control mice (Fig. 1J). Similarly, we found no defects in erythropoiesis or the differentiation of other lineages in vivo in the bone marrow and spleen of *HBBCre:Ddx41*^*fl/fl*^ mice (Supplementary Fig. 2G-2K). Together, these results demonstrate that Ddx41 is critical at the early stages of erythropoiesis but dispensable at the late stages in mice.

We generated additional lineage-specific *Ddx41* knockout mouse lines to study its roles in hematopoiesis. These include *CD11c-Cre:Ddx41*^*fl/fl*^*, LysMCre:Ddx41*^*fl/fl*,^ *and MRP8Cre:Ddx41*^*fl/fl*^, which knockout *Ddx41* predominantly in dendritic cells, monocytes, and myeloid/granulocytes, respectively (Supplementary Table 1). Interestingly, these mice were all viable with no obvious abnormalities in their CBC at young ages. Flow cytometry studies revealed no obvious differences in the hematopoietic tissues in these animals (Supplementary Figs. 3–5), demonstrating that Ddx41 is dispensable in these lineages, particularly at their differentiated stages.

Given the significant role of Ddx41 in erythropoiesis in animal models, we wonder whether the same also occurs in MN patients with *DDX41* mutations. We identified an MDS patient carrying a somatic *DDX41* G1673 > A mutation (G530D) on the helicase domain, which was indicated to potentially disrupt the ATP binding to DDX41^5,8^. In addition to the *DDX41* mutation, this patient also carries a *PRPF8* T4916 > A somatic mutation. The patient has a long-standing MDS with anemia, neutropenia, and occasional mild thrombocytopenia. We purified the patient’s bone marrow CD34+ HSPCs and CD71+ erythroid progenitor cells. Sanger sequencing showed that *DDX41* mutation exists in CD34+ cells but at a noise background level in CD71+ cells. In contrast, the *PRPF8* mutation is present at an equal allele frequency in both CD34+ and CD71+ cells (Fig. 1K). These findings suggest that *DDX41* mutation may impair erythroid differentiation or survival, resulting in the selective depletion of DDX41-mutant clones in the erythroid lineage.

### DDX41 controls the level of G-quadruplexes in early erythropoiesis

DDX41’s role in erythropoiesis is underscored by studies in zebrafish, where its deficiency leads to anemia through ineffective erythropoiesis, involving DNA damage response pathways^29^. DDX41 is also critical in regulating DNA secondary structures such as R-loops^14,30^, which frequently co-exist with G-quadruplexes (G4). G4 is known to stabilize R-Loop and regulate transcription by interacting with various chromatin-binding proteins, including several DDX family proteins^15,19,31^. The role of G4 in erythropoiesis is unknown.

To study the role of G4 in erythropoiesis and whether the loss of DDX41 affects G4 formation, we first determined G4 levels in the bone marrow erythroid cells in vivo. We found that G4 is significantly increased in Ter119 positive erythroid cells compared to Ter119 negative cells (Fig. 2A). We next cultured mouse bone marrow lineage-negative cells in the Epo-containing medium and tested G4 levels at different differentiation stages. We found that G4 significantly increased on day 1, corresponding to the highest proliferation and replication stage (Fig. 2B, and Supplementary Fig. 6A). The level of G4 decreased on day 2 when over 30% of the cells were enucleated. The same trend of changes in G4 levels was observed in cultured human CD34+ cells toward erythroid differentiation (Fig. 2C, and Supplementary Fig. 2F). Importantly, G4 levels in vivo in the erythroid cells are particularly higher than those in the other hematopoietic lineages (Figs. 2D, E), further indicating a critical role of G4 during erythropoiesis.

**Fig. 2:**
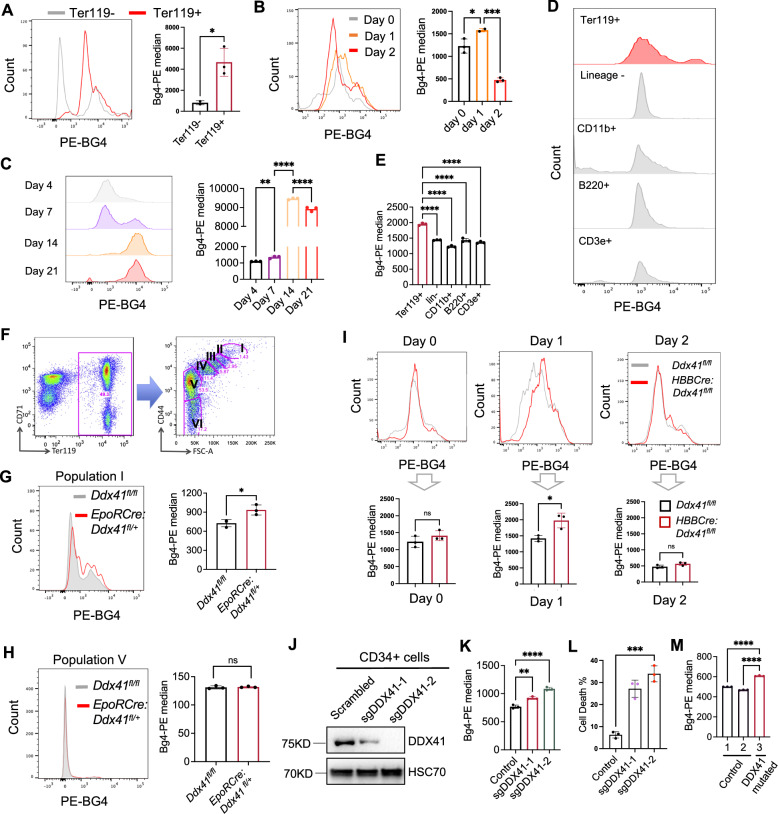
Loss of DDX41 induces accumulation of G-quadruplexes. **A** Flow cytometry assays of G4 levels from bone marrow Ter119-negative and positive cells. Quantification is on the right. *p* = 0.011. **B** Flow cytometry assays of G4 on the cultured mouse bone marrow lineage-negative cells in Epo medium. Quantification is on the right. *P* value left to right: 0.033, and 0.0002 **C** Flow cytometry assays of G4 from cultured human CD34+ HSPCs at the indicated time. Cells at day 7, 14, and 21 represent proerythroblasts, polychromatic to orthochromatic erythroblasts, and orthochromatic to mature red blood cells, respectively. *P* value from left to right: 0.002, < 0.0001, and < 0.0001. **D** Flow cytometric assays of G4 in the indicated mouse bone marrow lineage cells. **E** Quantification of D. *p* < 0.0001. **F** Gating strategy of various erythroblasts. Populations I to VI represent proerythroblasts, basophilic erythroblasts, polychromatic erythroblasts, orthochromatic erythroblasts, late orthochromatic to reticulocytes, and mature red blood cells, respectively. **G**, **H** Flow cytometry assay of G4 in bone marrow erythroid populations I (**G**) and V (**H**) from the indicated mice. Quantification is on the right. *P* value: G: 0.02, H: 0.71. **I** Flow cytometry assays of G4 on different days of cultured mouse bone marrow lineage-negative cells. Quantification is below the histogram. *P* value left to right: 0.98, 0.009, and 0.97. **J** CD34+ cells were transduced with lentiviral vectors expressing the indicated sgRNAs and Cas9. Cells were then harvested for Western blotting of the indicated proteins at day 9 in culture. **K** Quantitative analyses of G4 in cells from J using flow cytometric assays. *P* value from left to right: 0.0013, and < 0.0001. **L** Quantitative analyses of cell death in cells from J using flow cytometric assays. The dead cells are defined as propidium iodide and annexin V double positive. *p* = 0.0002. **M** Quantitative analyses of G4 in bone marrow mononuclear cells from the patient with DDX41-mutated MDS. All the error bars represent the SEM of the mean. The comparison between two groups was evaluated with 2 tailed t tests, and the comparison among multiple groups was evaluated with 1-way ANOVA tests. * *p* < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns: not significant.

Since *VavCre:Ddx41*^*fl/fl*^ mice are embryonically lethal, we used *EpoRCre:Ddx41*^*fl/+*^ and *HBBCre:Ddx41*^*fl/fl*^ mice to investigate Ddx41’s role in G4 accumulation in vivo. We first analyzed G4 levels in the bone marrow erythroid cells in *EpoRCre:Ddx41*^*fl/+*^ mice using a Ter119 and CD44-based gating strategy in which different stages of erythroid precursors can be separated based on CD44 expression (Fig. 2F)^32,33^. We found a mild but statistically significant increase in G4 level in the proerythroblast population (population I) in *EpoRCre:Ddx41*^*fl/+*^ mice compared to their wild-type counterparts (Fig. 2G). G4 levels in the late-stage orthochromatic erythroblasts (population V) showed no difference (Fig. 2H). In *HBBCre:Ddx41*^*fl/fl*^ mice, we did not find significant differences among different populations in the same assay, which is consistent with the lack of phenotypes in these mice. It is also difficult to pinpoint what developmental stage(s) G4 starts accumulating in vivo in these mice since most of the erythroid cells in the marrow are at the late stages of terminal erythropoiesis^34^ when G4 level is reduced. Therefore, we purified lineage-negative HSPCs from these mice and cultured them in vitro in Epo-medium. As Ddx41 started to reduce on day 1 (Fig. 1H), the G4 level started to increase. The G4 level returned to the normal range on day 2, as expected (Fig. 2I, and Supplementary Fig. 6B). These results are consistent with the phenotypes of these mice and the adverse effect of increased G4 in early, but not late, stages of erythropoiesis. To further demonstrate the role of DDX41 in reducing G4 levels in human erythroid cells, we knocked out DDX41 through CRSPR/Cas9 in CD34+ human HSPCs using two different sgRNAs. Indeed, this led to a significant reduction in DDX41 protein levels (Fig. 2J) and a marked increase in G4 levels and cell death (Figs. 2K, L). Consistent with these model systems, we also observed increased G4 levels in the bone marrow mononuclear cells of the MN patient with DDX41 mutation (Fig. 2M).

We next applied pyridostatin (PDS), a selective G4 binding small molecule that stabilizes G4 and perturbs G4 homeostasis^35^, in our in vitro erythroid differentiation system. PDS significantly increased G4 levels in cultured day 1 erythroid cells (Fig. 3A), induced dosage-dependent inhibition of erythroid differentiation, and increased cell death (Fig. 3B). Treatment of wild-type mice with a three-day high dose of PDS also significantly compromised bone marrow erythropoiesis in vivo (Fig. 3C), although no anemia was observed due to the long half-life of red blood cells. We next treated wild-type mice with PDS for 6 weeks through subcutaneously implanted pumps that chronically release the compound. Indeed, this treatment led to significant anemia (Fig. 3D). The white blood cell count was also reduced, primarily due to PDS-induced lymphopenia (Fig. 3D, E). As expected, chronic PDS treatment also led to ineffective terminal erythropoiesis and proportionally increased myeloid cells in the bone marrow (Fig. 3F, G).

**Fig. 3:**
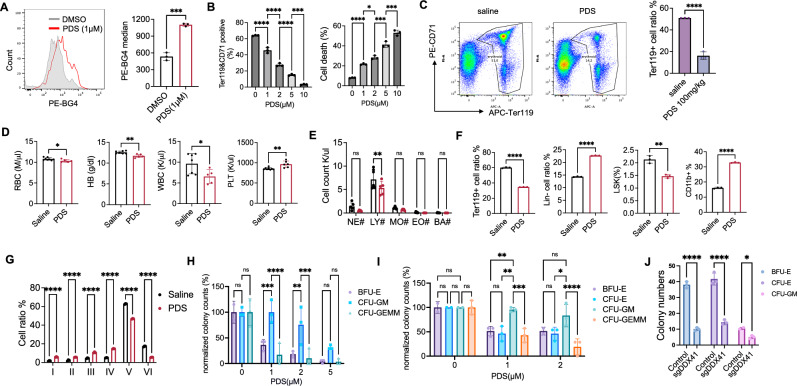
G4 accumulation is detrimental to erythropoiesis. **A** Bone marrow lineage-negative cells from 2-month-old mice were cultured for 24 h, treated with 1 μM PDS for 6 h, and analyzed by flow cytometry. Quantification is shown on the right. *p* = 0.0002. **B** Differentiation and apoptosis analyses of erythroid cells as in A with the indicated concentration of PDS. *P* value: *=0.015, ***< 0.001, ****< 0.0001. **C** Two-month-old wild-type mice received daily 100 mg/kg PDS injections for 3 days and were euthanized on day 3 for bone marrow erythroid analysis by flow cytometry. *p* < 0.0001. **D** Two-month-old wild-type mice were chronically treated with PDS or saline for 2 months, followed by a complete blood count. *P* value from left to right: 0.0345, 0.0021, 0.0357, and 0.0033. **E** Leukocyte count of (**D**). *P* value from left to right: 0.3839, 0.0031, 0.9518, >0.9999, and >0.9999. **F** Quantification of flow cytometry of different lineages and HSPCs in mice from (**D**). *P* value from left to right: < 0.0001, < 0.0001, 0.0021, and < 0.0001. **G** Erythroid cell analysis with CD44 and forward scatter in mice from (**D**). **H** Bone marrow lineage-negative cells, as in (**A**), were cultured with the indicated PDS in MethoCult M3434. Colonies were quantified after 10 days. BFU-E: Burst-forming unit-erythrocyte; CFU-GM: Colony-forming unit-granulocyte-macrophage; CFU-GEMM: Colony-forming unit-granulocyte, erythrocyte, monocyte, and macrophage. Colony numbers are normalized to the untreated group. *P* value from left to right: > 0.9999, > 0.9999, 0.0005, < 0.0001, 0.0016, 0.0005, 0.1594, and 0.1505. **I** Human CD34+ cells were cultured in MethoCult H4435-enriched medium with the indicated concentration of PDS. Colonies were quantified after 14 days. CFU-E: Colony-forming unit-erythrocyte. *P* value left to right: 0.0071, 0.0062, 0.0005, 0267, and < 0.0001. **J** The same colony assay as (**I**), except that human CD34+ cells were transduced with Cas9 and DDX41 sgRNA. Control: CRISPR V2 vector with scrambled sgRNA. *P* value from left to right: < 0.0001, < 0.0001, and 0.039. All the error bars represent the SEM of the mean. The comparison between two groups was evaluated with 2-tailed t tests, and the comparison among multiple groups was evaluated with 1-way ANOVA tests. * *p* < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns: not significant.

We performed murine in vitro colony-forming unit (CFU) assays under different concentrations of PDS. We found that erythroid-related colonies, such as BFU-E and CFU-GEMM, decreased more significantly in number than myeloid cell colonies (CFU-GM) (Fig. 3H). The same results were obtained when we performed CFU assays in human CD34+ cells (Fig. 3I). We also knocked out DDX41 using CRISPR/Cas9 in CD34+ cells. We found significantly reduced BFU-E and CFU-E colonies (Fig. 3J), indicating DDX41 could also be involved in stem cell commitment to the erythroid lineage. These results show that the erythroid lineage is more sensitive to G4 stresses, reinforcing our finding that DDX41 deficiency significantly impairs erythropoiesis.

### DDX41 is distributed at overlapping genomic loci as G4 and resolves G4

The genome distribution of G4 has been studied in different cell types and various species^36–38^. The genome-wide G4 localization in hematopoietic cells and whether DDX41 co-localizes with G4 are unclear. To understand this, we performed CUT&RUN assays in purified maturing mouse bone marrow Ter119+ erythroblasts and bone marrow lineage-negative HSPCs. We found a significant co-distribution of G4 and Ddx41 at the genome level both in HSPCs and erythroblasts. The total number of Ddx41 and G4 peaks increased markedly as cells differentiated into erythroid cells, even though the proportion of overlapping peaks remained relatively stable (Fig. 4A, B). This is consistent with the critical role of Ddx41 in erythropoiesis. Their distributions are mainly in the intergenic and intron regions, consistent with a previous report^39^. Notably, as cells differentiated from HSPCs to the erythroid lineage, both G4 and Ddx41 binding showed increased enrichment in the promoter and coding regions (Fig. 4A). Motif enrichment analysis revealed that Ddx41- and G4-bound regions are significantly enriched for binding motifs of key hematopoietic transcription factors, including *Runx1*, *Gfl1b*, *Gata3*, and *Myc*, in both HSPCs and erythroid cells. (Supplementary Fig. 7A). We further confirmed these genomic studies using a confocal immunofluorescence assay of G4 and Ddx41 in cultured mouse erythroblasts, which indeed showed their partial co-distribution (Fig. 4C). Computational predictions indicate that ribosomal DNAs (rDNAs) are highly enriched for putative quadruplex formation due to their repetitive DNA sequences^36,40^. Consistent with these reports, we found enrichment of G4 and Ddx41 on rDNAs in both HSPCs and erythroid cells (Supplementary Fig. 7B, C).

**Fig. 4:**
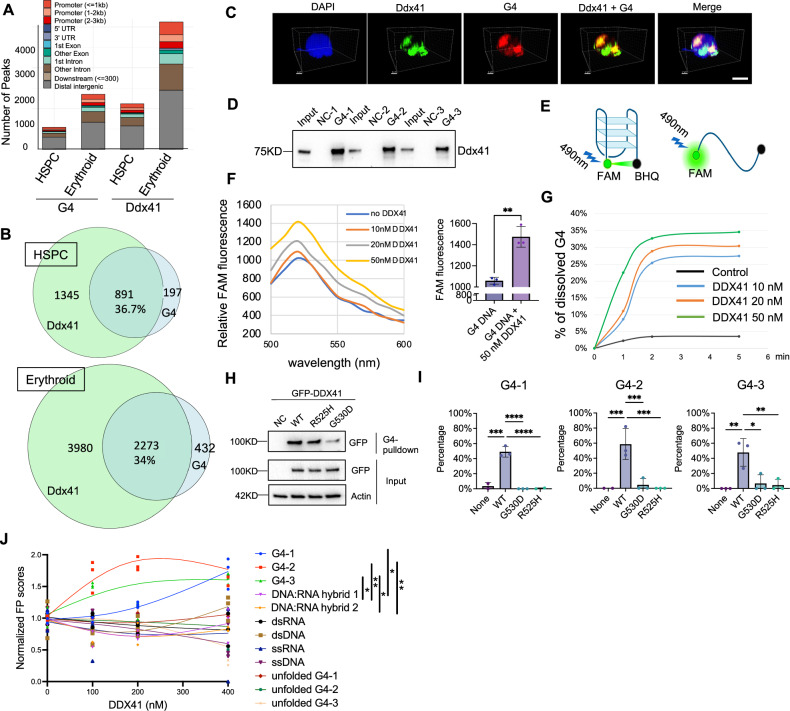
DDX41 binds to and resolves G-quadruplexes. **A** Genome-wide G4 and Ddx41 binding sites in mouse lineage-negative HSPCs and Ter119+ cells through CUT&RUN. **B** Quantification of the co-distributed genomic loci from (**A**). **C** Confocal immunofluorescence of G4 and Ddx41 in mouse lineage-negative cells after 1 day in Epo medium. Scale bar: 5 μm. The pictures are representative of >10 fields. **D** Mouse lineage-negative cells were cultured in Epo medium for 1 day. The lysates were incubated with indicated G4 or non-G4 control (NC) oligonucleotides in the presence of KCl for 1 h. Western blotting of Ddx41 was then performed. Data are representative of 3 independent experiments. **E** Schematic illustration of the FRET assay. Created in BioRender. Ji, P. (https://BioRender.com/ntess0a). **F** Dose-dependent increase of FAM signal with increased recombinant human DDX41 protein. Statistical analysis of FAM signals with 50 nM DDX41 compared to the G4 DNA-only group is on the right. *p* = 0.0023. **G** Time course of DDX41-mediated G4 resolving activity. **H** Western blotting analyses of indicated proteins in the G4 pull-down assay using biotin-conjugated G4 or non-G4 sequences and lysates from HEK293T cells that were transfected with GFP-tagged wild-type or mutant DDX41. Data are representative of 3 independent experiments. **I** FRET assays using G4s, as in (**F**), incubated with wild-type or mutant recombinant DDX41. The Y-axis represents the percentage of unfolded G4 as in (**G**). All the error bars represent the SEM of the mean. *P* value left to right: < 0.0001, < 0.0001, < 0.0001, 0.0002, 0.0003, 0.0002, 0.0042, 0.0101, and 0.0075. **J** Fluorescence polarization (FP) assay demonstrating preferential binding of DDX41 to G4 compared to other nucleic acid conformations. Oligonucleotides (20 nM) were incubated with increasing concentrations of DDX41 protein, and FP values were normalized to the FP signal in the absence of DDX41 (0 nM). G4-1 vs DNA:RNA hybrids (*p* = 0.0101, 0.0047); G4-2 vs DNA: RNA hybrids (*p* = 0.0069, 0.0032); and G4-3 vs DNA:RNA hybrids (*p* = 0.0230, 0.0112). The comparison between two groups was evaluated with 2-tailed t tests, and the comparison among multiple groups was evaluated with 1-way ANOVA. * *p* < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

The co-occupation of DDX41 and G4 in the erythroid genome and the upregulation of G4 after DDX41 depletion indicate that DDX41 functionally maintains the level of G4. DEAD box family proteins, such as DDX5, were known to resolve DNA G4^10,18^. To determine whether DDX41 resolves G4, we first performed a pull-down assay using biotin-conjugated G4 oligos. The canonical G4 motif is Gm-Xn-Gm-Xo-Gm-Xp-Gm where each G-tract (Gm, m = 2–4) is separated by loops (Xn, Xo, and Xp), and n, o, and p are the combination of nucleotides of various lengths (up to 7)^31^. We designed three different G4 oligonucleotides. Three non-G4 oligonucleotides were used as controls. These oligonucleotides were annealed with biotinylated counterparts and then captured on streptavidin magnetic beads. They were subsequently incubated with lysates from cultured mouse erythroblasts in the presence of K^+^ cations. Ddx41 exhibited specific binding to all three G4 structures of distinct topologies (Fig. 4D), indicating its ability to recognize a wide range of G4 structures.

To determine whether DDX41 directly resolves G4, we performed an in vitro fluorescence resonance energy transfer (FRET) assay in which a fragment of G4 DNA is flanked by 6-fluorescein (6-FAM) on the 3’-end and black hole-1 quencher on the 5’-end^18^ (Fig. 4E). Recombinant human DDX41 was added in vitro, together with G4-FRET and K^+^ cations. Indeed, we found a dose-dependent increase in the 6-FAM fluorescence with the increasing amount of DDX41, demonstrating that G4 was resolved by DDX41 (Fig. 4F, and Supplementary Fig. 8A). The kinetics of DDX41 in resolving G4 was also rapid and dose-dependent (Fig. 4G, and Supplementary Fig. 8B). Notably, in these experiments, the oligonucleotide was pre-folded into a G4 structure under high-K⁺ conditions and then incubated with recombinant human DDX41 in a low-K⁺ unfolding buffer, which limits the spontaneous refolding of G4. As a control, we included oligonucleotides processed identically but without the initial folding step. These unfolded oligos showed persistent fluorescence that remained stable under the assay conditions, confirming that refolding does not occur spontaneously during the assay (Supplementary Fig. 8C). We next tested two of the most common somatic mutations of *DDX41*, R525H, and G530D, on their influences on G4 binding capacities. We found that R525H mildly compromised the binding, whereas G530D markedly reduced it (Fig. 4H). We further discovered that both mutants lost G4 resolving activity in all three G4s we tested (Fig. 4I). These data establish DDX41 as a G4 resolvase, which is compromised by its loss of function mutations.

DDX41 was reported to bind to various nucleic acid structures, including dsDNA, R-loop, and DNA/RNA hybrids^12,30,41^. To determine the relative affinity of DDX41 to these molecules, we performed a fluorescence polarization assay using recombinant DDX41. We found that G4 DNA represents a preferred or high-affinity substrate for DDX41 compared to other molecules (Fig. 4J), indicating that DDX41 may have evolved a specialized role in resolving G-quadruplexes.

### DDX41 deficiency-mediated G4 accumulation leads to genome instability, ribosomal biogenesis defects, and upregulation of p53

Accumulation of G4 is associated with genome instability and defects in ribosome biogenesis due to G4 enrichment on rDNAs^36,40,42–45^. Compromised ribosome biogenesis during erythropoiesis is well known to trigger p53-mediated cell death^46^, which is believed to be the pathogenesis of Diamond-Blackfan anemia (DBA) and contribute to the development of del(5q) MDS^47,48^. We found increased γ-H2AX (a marker for genome instability) when the cultured mouse bone marrow HSPCs were treated with PDS (Fig. 5A–C). As expected, the transcription of ribosomal RNAs was significantly reduced (Fig. 5D). Defects in ribosomal RNA biogenesis are known to negatively influence the expression of ribosomal proteins^47,49^. Consistently, we found PDS treatment significantly reduced many ribosomal proteins, including Rps19 (mutated in 25% of DBA patients), Rps14 (haploinsufficiency in del(5q) MDS patients), and Rpl26 (mutated in certain DBA patients)^49^. The level of p53 was also increased (Fig. 5E). To directly investigate how DDX41 deficiency affects ribosomal biogenesis in vivo, we used *HBBCre:Ddx41*^*fl/fl*^ mice since these mice survive and Ddx41 is depleted in the late-stage erythroblasts when the cells are most abundant. We cultured the bone marrow lineage negative HSPCs from these mice in Epo-medium and found significantly decreased transcription of rRNAs on day 1 when Ddx41 starts to reduce, and G4 is significantly increased (Fig. 5F, Fig. 2I). The ribosomal protein levels remain steady on day 1, possibly due to the stability of proteins compared to RNAs, but significantly reduced on day 2 (Fig. 5G). Interestingly, we found no increase in γ-H2AX when Ter119-negative erythroblasts from *HBBCre:Ddx41*^*fl/fl*^ or *EpoRCre:Ddx41*^*fl/+*^ mice were cultured in vitro (Supplementary Fig. 8D). These results indicate that these lineage-negative cells may be adapted to the Ddx41 deficiency during development.

**Fig. 5:**
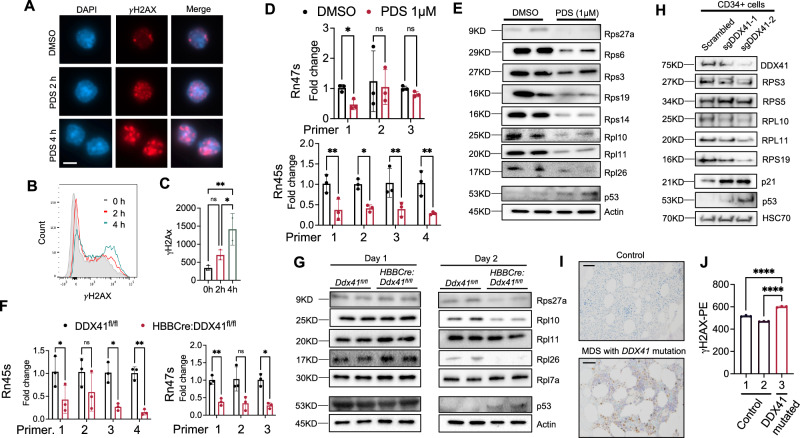
DDX41 deficiency-mediated G4 accumulation leads to genome instability, ribosomal biogenesis defects, and upregulation of p53. **A** Epo medium-cultured mouse bone marrow lineage negative HSPCs were treated with 1μM PDS for the indicated time. Immunofluorescence assays of γ-H2AX were performed, and representative images of the erythroid cells were presented. Scale bar: 5 μm. **B** Flow cytometry assay of the cells in (**A**). Data are representative of 3 independent experiments. **C** Statistical quantification of γH2AX signals in (**B**). 0 vs 2 h: *p* = 2055; 2 vs 4 h: *p* = 0.0369; 0 vs 4 h: *p* = 0071. **D** Epo medium-cultured mouse bone marrow lineage negative HSPCs were cultured for 1 day, followed by the treatment of 1μM PDS for 6 h. Quantitative RT-PCR analyses of indicated ribosome RNAs were performed using different primer sets. *P* value from left to right: Rn45s: 0.0100, 0.0181, 0.0100, and 0.0031; Rn47s: 0.0412, 0.9908, and 0.1099. **E** Western blotting assays of indicated in cells from (**D**). Actin is the loading control. **F** Same as (**D**) except that bone marrow lineage negative HSPCs from *HBBCre:Ddx41*^*fl/fl*^ mouse were cultured for 1 day before the quantitative RT-PCR assays. *P* value from left to right: Rn45s: 0.0462, 0.2082, 0.0119, 0.0042; Rn47s: 0.00307, 0.05250, and 0.00815. **G** Western blotting assays of the indicated proteins in (**F**). Cells from both day 1 and day 2 cultured cells were analyzed. Data are representative of 2 independent experiments. **H** CD34+ cells were transduced with lentiviral vectors expressing indicated sgRNAs and Cas9. Cells were then harvested for Western blotting of the indicated proteins at day 9 in culture. Data are representative of 2 independent experiments. **I** Immunohistochemical stains of p53 in bone marrow core biopsies from the patient in Fig. 1J and a normal individual. Scale bar: 100 μm. **J** Quantification of γ-H2AX in bone marrow mononuclear cells from the patient in (**I**) and 2 control individuals. All the error bars represent the SEM of the mean. The comparison between two groups was evaluated with 2-tailed t tests, and the comparison among multiple groups was evaluated using 1-way ANOVA tests. * *p* < 0.05, **p < 0.01, **** *p* < 0.0001, ns: not significant.

Consistent with these findings in mouse erythroid cells, DDX41 knockout in CD34+ HSPCs led to a similar reduction of various ribosomal proteins and upregulation of p53. The p53 downstream target p21 was also increased (Fig. 5H). We next tested whether the p53 level increased in the patient with *DDX41* mutation. We used bone marrow biopsies from the same patient with the G530D mutation and performed an immunohistochemical stain for p53. We found that the p53 level (Fig. 5I) and γ-H2AX (Fig. 5J) significantly increased in the patient with *DDX41* mutation compared to the normal control, consistent with the findings in the mouse models.

### Activation of the cGAS-STING pathway, but not p53 upregulation, is essential for DDX41 deficiency-mediated ineffective erythropoiesis

While p53 mediates many pathologies of red cell-related diseases, it has been documented that overexpression of p53 does not induce overt abnormalities in a transgenic model^50^. To determine whether p53 mediates the major phenotypes of Ddx41 hematopoietic specific deficiency mice as it does in DBA and del(5q) MDS, we took a genetic approach and crossed p53 knockout mice with *VavCre:Ddx41*^*fl/+*^ mice. If p53 is critical, p53 deficiency would rescue the lethality of *VavCre:Ddx41*^*fl/fl*^ mice. However, no surviving *VavCre:Ddx41*^*fl/fl*^ *Trp53*^−/−^ mice were born (Fig. 6A, B). Dissection of the pregnant mice revealed that *VavCre:Ddx41*^*fl/fl*^ *Trp53*^−/−^ embryos remained pale with an underdeveloped fetal liver (Fig. 6A). These results demonstrate that p53 is not essential to mediate ineffective erythropoiesis and cell death in the Ddx41 hematopoietic-specific knockout mouse model.

**Fig. 6:**
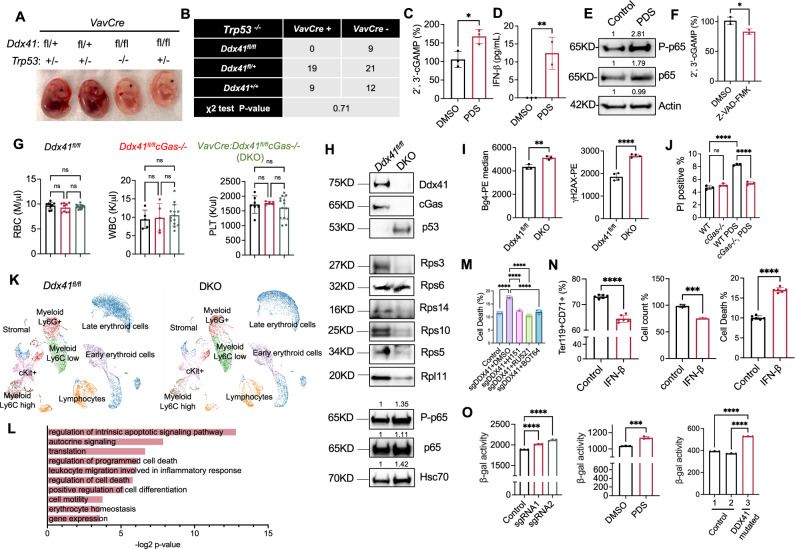
Activation of the cGAS-STING pathway, but not p53 upregulation, is essential for DDX41 deficiency-mediated ineffective erythropoiesis. **A** Pictures of E14.5 embryos in (**B**). **B** Mendelian segregation of indicated mice. A two-tailed χ^2^ test yields a *p* value of 0.71, indicating no significant deviation from expected Mendelian segregation. **C**, **D** Mouse lineage-negative HSPCs were cultured in Epo medium for 1 day, followed by treatment with 1 μM PDS for 6 h before 2’,3’-cGAMP (**C**, *p* = 0.0201) and IFN-β (**D**, *p* = 0.0066) ELISA. **E** Western blotting of indicated proteins in cells from (**C**). Data are representative of 3 independent experiments. **F** Same as (**C**) except the cells were treated with 40 μM Z-VAD-FMK for 6 hours before ELISA. *p* = 0.0385. **G** Complete blood count of indicated 2-month-old mice. **H** Western blotting of indicated proteins from bone marrow Ter119+ cells of mice from (**G**). **I** Quantification of G4 and γH2AX by flow cytometry in cells in (**H**). G4 *p* = 0.007, γH2AX *p* < 0.0001. **J** Same as (**C**) except HSPCs were from the indicated mice. Cell death was analyzed by flow cytometry. ****p < 0.0001. **K** UMAP showing distribution of annotated bone marrow populations in indicated 2-month-old mice. **L** Pathway enrichment analyses of down-regulated genes in late erythroid cell population in DKO mice in (**K**). **M** CD34+ cells were cultured in Epo medium for 4 days, then subjected to DDX41 CRISPR knockout and inhibitor treatment for 2 days. Cell death (Annexin V + /PI + ) was analyzed by flow cytometry. The controls received scrambled sgRNA. ****p < 0.0001. **N** Mouse lineage-negative cells were cultured in Epo medium for 1 day with/without 100 ng/ml IFN-β, then analyzed by flow cytometry for differentiation, proliferation, and cell death (Annexin V + /PI + ). ****p < 0.0001. **O** β-galactosidase activity was quantified in DDX41-knockout CD34+ cells, PDS-treated mouse lineage-negative cells (1 µM, 24 hours), and MDS patient bone marrow cells (Fig. 5J). All the error bars represent the SEM of the mean. The comparison between two groups was evaluated with 2-tailed t tests, and the comparison among multiple groups was evaluated with 1-way ANOVA tests. ns: not significant. * *p* < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Western blotting was quantified on top of the bands in E and H.

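For the UMAP plots of Fig. 6K, total bone marrow cells of 1 control mouse and 1 DKO mouse, both 2 months old, were sequenced as single cells, and the cells of both libraries were grouped here into clusters that were named from marker genes of each lineage. Shares are given as percent of the cells kept in a library, with the exact (Clopper-Pearson) 95% confidence interval, which covers counting error only. With 1 library per genotype, the spread between mice was not measured and no difference between shares was tested. Late erythroid-like cells were 30.6% of the control library (5728 of 18726 cells, interval 29.9% to 31.3%) and 32.4% of the DKO library (4444 of 13719 cells, interval 31.6% to 33.2%). This share moved most when only barcodes above an order-of-magnitude UMI threshold were kept, to 34.9% in the control library and 46.2% in the DKO library. Early erythroid-like cells were 9.52% of the control library and 12.2% of the DKO library. Among the non-erythroid classes, neutrophil-like cells had the largest share, 19.1% in the control library (interval 18.5% to 19.7%) and 24.9% in the DKO library (interval 24.2% to 25.7%). B cell-like cells were 13.4% and 12.0%, monocyte-like cells 6.93% and 4.82%, and cKit+ progenitor-like cells 3.24% and 1.71% of the control and DKO libraries, respectively. The B, plasma and T or NK cell-like classes together were 17.0% of the control library and 14.7% of the DKO library. Of the remaining classes, macrophage-like, T or NK cell-like, dendritic-like, basophil or mast-like, megakaryocyte-like and stromal-like cells each had a smaller share in the DKO library, with dendritic-like cells at 2.43% in the control and 1.01% in the DKO library. Plasma cell-like cells were 0.358% (67 cells) and 0.408% (56 cells), with overlapping intervals. Counted among non-erythroid cells alone, neutrophil-like cells were 33.0% of the control and 47.2% of the DKO cells, and B cell-like cells 23.2% and 22.8%. The control library was deposited with all barcodes and its cells were called here, whereas the DKO library was deposited with called cells, so the shares of the 2 libraries rest on different cell calling.

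**Figure D1:**
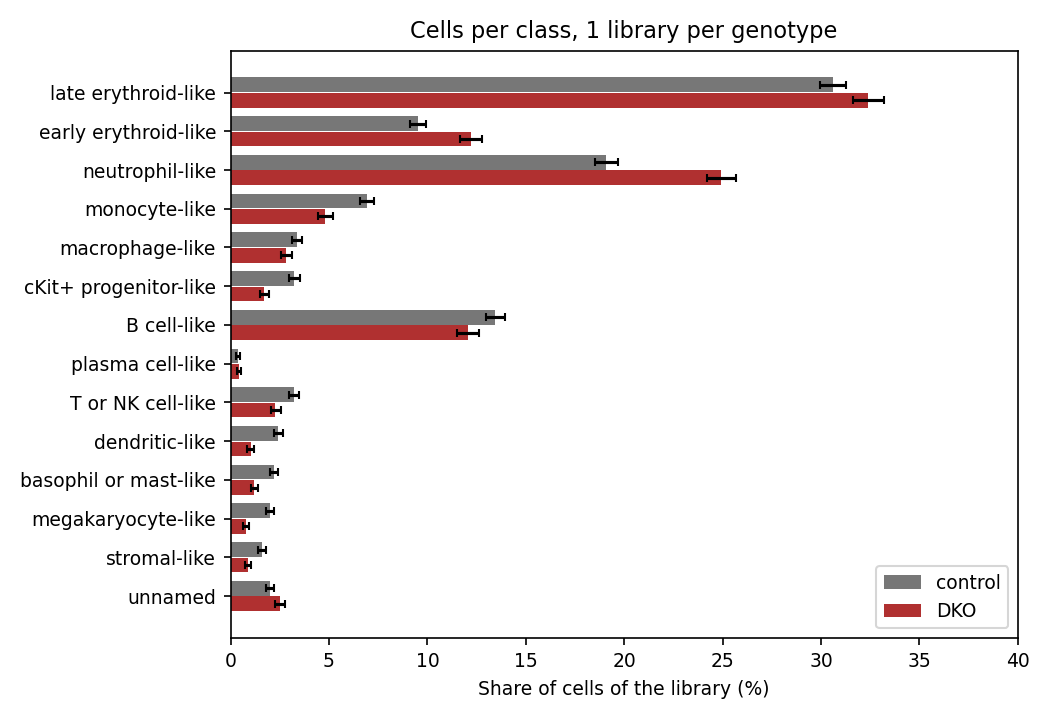
Percent of the cells of each library in every class (x axis) for the control library (grey bars) and the DKO library (red bars), with exact 95% binomial intervals for counting error (black lines). Late erythroid-like cells make up 30.6% and 32.4%, and neutrophil-like cells 19.1% and 24.9%, of the control and DKO libraries.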

DDX41 was reported to sense intracellular dsDNA and activate STING to mediate type I interferon response in dendritic cells^12,51^. Indeed, we found the level of cGAMP, intracellular second messenger in response to cGAS activation, was significantly increased in PDS-treated erythroid cells (Fig. 6C). The downstream targets of the cGAS-STING pathway, including interferon beta (IFN-β) and the NF-κB signaling, were also activated (Fig. 6D, E). We previously revealed that erythroid cells generate transient nuclear openings in the early stages of terminal erythropoiesis^52,53^, which could further activate cGAS. To test this, we treated the cultured mouse bone marrow erythroid cells with a caspase inhibitor, which blocks nuclear opening. This led to a significant reduction of cGAMP (Fig. 6F), suggesting that nuclear openings contribute to the vulnerability of the erythroid cells to the genome instability induced by G4 upregulation.

We then took a similar genetic approach and crossed cGas knockout mice with *VavCre:Ddx41*^*fl/+*^ mice. Intriguingly, the cGas deficiency completely rescued the embryonic lethality of the *VavCre:Ddx41*^*fl/fl*^ mice. *VavCre:Ddx41*^*fl/fl*^*cGas−/−* (DKO) mice showed no evidence of anemia or other cytopenias (Fig. 6G, and Supplementary Fig. 9A, B). The bone marrow hematopoiesis was also intact (Supplementary Fig. 9C). Western blotting of the bone marrow Ter119+ erythroid cells confirmed cGas and Ddx41 deletions but also showed loss of ribosomal proteins and upregulation of p53 in the DKO mice (Fig. 6H), which indicates that G4 upregulation-mediated genome instability leads to parallel activation of the cGas and p53 pathways. Consistent with this indication, the level of phospho-p65 was unchanged (Fig. 6H), whereas G4 and γ-H2AX remained upregulated in the bone marrow Ter119+ erythroid cells of the DKO mice compared to the cells in their littermate control mice (Fig. 6I). The critical role of cGas in mediating Ddx41 deficiency-induced pathogenesis was further evidenced by the resistance of primary erythroid cells from cGas knockout mice to PDS-mediated cell death (Fig. 6J). 

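Femoral bone marrow of 1 Ddx41fl/fl littermate without VavCre and with wild-type cGas (control) and of 1 VavCre:Ddx41fl/fl cGas-/- mouse (DKO) was sequenced as single cells with the droplet-based Chromium 3' v3 chemistry, in which every transcript carries a unique molecular identifier (UMI) and is counted from its 3' end. There was 1 library per genotype, so no test between genotypes or standard error is given. All intervals are 95% intervals that cover counting error only, and counts of higher or lower genes describe these 2 libraries. The authors processed the reads with Cell Ranger, version 7.1.0 by the file headers, and the values are raw UMI counts for 32285 genes without normalization. After removal of empty droplets, cells with over 20% mitochondrial UMIs and doublets, the control library held 18726 cells with 119239857 UMIs (median 4873 UMIs and 1071.5 genes per cell) and the DKO library 13719 cells with 114664975 UMIs (median 6900 UMIs and 1237 genes per cell). Hemoglobin transcripts took 28.4% of the control and 36.3% of the DKO UMIs. For each class of cells, counts were summed per library and scaled to CPM by the total UMIs of the class, and the log2 ratio of DKO over control was taken with 1 count added to each sum. Ddx41 lies on chromosome 13 of GRCm38 from 55530410 to 55536658. Over all cells it had 2416 UMIs in the control library (20.3 CPM, Poisson interval 19.5 to 21.1) and 916 UMIs in the DKO library (7.99 CPM, interval 7.48 to 8.52), a log2 ratio of -1.34 (interval -1.45 to -1.23). Cgas, on chromosome 9 from 78430526 to 78443237, had 1615 UMIs in the control library (13.5 CPM) and 830 in the DKO library (7.24 CPM), a log2 ratio of -0.90 (interval -1.03 to -0.78). Among the alternatives tried, keeping only barcodes above an order-of-magnitude UMI threshold moved the Ddx41 ratio most, to -1.44. In late erythroid-like cells both genes were near the detection limit, with 25 control and 10 DKO UMIs of Ddx41 and 8 control and 4 DKO UMIs of Cgas. In the 12 other named classes, the Ddx41 ratio was below 0 in all 12. It ran from -1.98 in macrophage-like cells (34 control and 4 DKO UMIs) to -0.011 in megakaryocyte-like cells. Its interval included 0 in plasma cell-like, T or NK cell-like, megakaryocyte-like and stromal-like cells. The Cgas ratio was below 0 in 10 of the 12. The Cgas interval included 0 in the same classes and in macrophage-like cells. The highest Cgas ratio, 0.81 in stromal-like cells, rested on 7 control and 6 DKO UMIs.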

We next performed a single-cell RNA sequencing assay of the total bone marrow cells from DKO mice and their littermate control (Supplementary Fig. 9D). While non-erythroid hematopoietic populations showed no apparent distinctions, late erythroid cells in DKO mice exhibited altered gene expression, including down-regulation of genes involved in cell death regulation and erythroid hemostasis (Fig. 6K, L and Supplementary Fig. 9E, Supplementary Data 1). 

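To compare the size of the expression differences between cell classes, the spread of each class was taken as the 90th percentile of the absolute log2 ratio (DKO over control) over genes with at least 20 CPM, with both libraries thinned to 8392644 UMIs in each of the 5 classes large enough for it. The spread was 1.18 in late erythroid-like cells (675 genes), where Poisson counting alone gives 0.17. It was 0.48 in early erythroid-like cells, 0.58 in neutrophil-like cells, 0.50 in monocyte-like cells and 0.46 in B cell-like cells, so that late erythroid-like cells had 2.03 times the highest value of these 3 non-erythroid classes, which were taken over 4975 to 6398 genes. Over the 528 genes above the minimum in all 5 classes, the spread was 1.23 in late erythroid-like and 0.57 in neutrophil-like cells, and with ribosomal protein genes (77 of the 675 genes in late erythroid-like cells) left out of each class's own genes it was 0.87 and 0.58. No spread was computed for late erythroid cells taken by hemoglobin share or for early and late erythroid-like cells together. Of the 14 processing alternatives that give a spread, taking out the class's own length trend moved the late erythroid-like one most, to 0.93. Matching the late erythroid-like cells of the 2 libraries on the hemoglobin share of their UMIs outside ribosomal protein genes left 0.89. Both were chosen after the data had been seen, and free RNA was not taken out for any of these spreads. Without thinning, the spread in the 11 non-erythroid classes ran from 0.46 to 1.37, and plasma cell-like cells, with 67 control and 56 DKO cells and a Poisson value of 0.55, lay above the 1.15 of late erythroid-like cells. Gene lists written before the data were examined stood in for the themes of Fig. 6L, and the median log2 ratio of each list was set against 10000 random lists of like expression, a description of these 2 libraries and not a test. The median of all 675 genes in late erythroid-like cells was -0.21. The 12 expressed genes of the cell death regulator list had a median of -0.25, and 34.0% of the random lists were as low. Of these 12 genes, 10 had an interval below 0, among them Ubb, Hmgb2 (-1.17), Tpt1 (-1.07) and Jund (-0.95), and 2 had an interval above 0, Bcl2l1 (0.40) and Foxo3 (0.47). The median of this list reversed to 0.11 when cells with at least 50% hemoglobin UMIs were taken as late erythroid. It was 0.047 when counts were scaled without hemoglobin genes, a scaling that also raised the median of all 675 genes, to 0.085. Scaling shifts all ratios alike, so the counts of genes above and below 0, in this list and the erythrocyte homeostasis list, hold for total UMIs only. The erythrocyte homeostasis list, with 33 expressed genes, had a median of 0.26, above all 10000 random lists, but -0.12 in the largest of the 5 late erythroid-like clusters taken alone, where the median of all genes was -0.57. Its interval lay above 0 in 19 genes, such as Kel (0.58) and Slc25a37 (0.54), and below 0 in 13 genes, such as B2m (-1.46) and Urod (-0.55). Apart from Ubb, these list members are outside the rule for named genes and were chosen after their values were seen. Of the 77 ribosomal protein genes, 76 had a log2 ratio below 0, with a median of -1.07. Among the alternatives, this median moved most, to -0.18, when early erythroid-like cells were added to the late ones, and it was -0.17 with the unnamed cluster added as well. Both definitions were tried after the values of Supplementary Data 1 had been compared. From these data, the paper states that late erythroid cells of DKO mice had altered gene expression, with lower expression of genes of cell death regulation and erythroid homeostasis, while the non-erythroid populations showed no apparent distinctions. It proposes that apoptotic pathways of terminal erythropoiesis may be altered in the DKO cells.

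**Figure D2:**
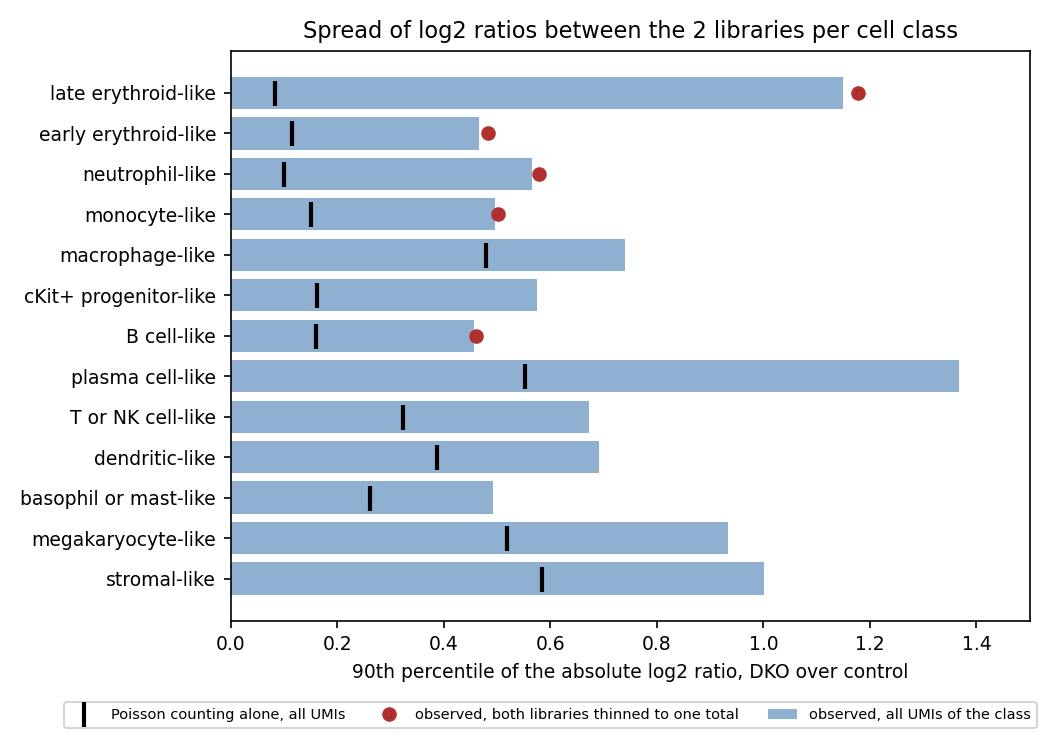
Spread of the log2 ratios (x axis, 90th percentile of the absolute log2 ratio, DKO over control) in each of the 13 named classes from all UMIs (blue bars), the value that Poisson counting alone gives at that depth (black lines), and the spread with both libraries thinned to 8392644 UMIs (red points, 5 classes). The thinned value is 1.18 in late erythroid-like cells and between 0.46 and 0.58 in the other 4 classes.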

Since apoptotic signals are known to be involved in chromatin condensation in terminal erythropoiesis^34,52,54,55^, it is possible that these pathways are altered in the DKO cells.

cGAS was shown to translocate to the nucleus under DNA double-strand break to suppress DNA repair independent of STING^56^. We found that cGas, as well as Sting, was predominantly located in the cytoplasm in the erythroid cells upon PDS treatment, demonstrating a cGas-Sting-dependent pathway and consistent with the upregulation of IFN-β and the activation of NF-κB signaling (Supplementary Fig. 9F). In line with the role of the cGAS-STING pathway, treatment of DDX41 deficient CD34+ cells with a cGAS inhibitor (RU521), a STING inhibitor (H151), or an NF-κB inhibitor (BOT64) significantly rescued cell death (Fig. 6M). Similar to PDS, treatment of the erythroid cells with IFN-β significantly compromised cell differentiation, proliferation, and induced cell death (Fig. 6N).

These data point towards cGAS-STING activation-induced senescence, instead of p53-induced cell death, in mediating ineffective erythropoiesis in DDX41 deficiency. Consistently, we observed increased senescence-associated β-galactosidase activities in DDX41 CRISPR knockout or PDS-treated CD34+ cells in Epo-containing medium, as well as bone marrow mononuclear cells from the *DDX41* mutated patient (Fig. 6O).

### Human erythroid cells are sensitive to DDX41 deficiency in an iPSC-derived bone marrow organoid environment

To extend these findings to the human bone marrow in vivo setting, we applied an induced pluripotent stem cell (iPSC)-derived human bone marrow organoid system resembling primary human bone marrow biopsy samples^57^ (Fig. 7A). Whole-mount 3D imaging revealed an endothelial network accompanied by stromal cells along the capillary wall and hematopoietic cells arranged in clusters within and outside the vessels (Fig. 7B). Erythropoiesis in the organoid mirrors primary human bone marrow samples, forming tight erythroid islands (Fig. 7C). A flow cytometry assay further confirmed multilineage hematopoiesis in the organoids (Fig. 7D). To determine whether these organoids can be applied to study human ex vivo bone marrow engraftment, we incubated the organoids with CellVue-labeled donor bone marrow CD34+ cells for three days. The donor cells could be readily detected and surrounded by the recipient hematopoietic cells in the organoids (Fig. 7E). These donor cells could also differentiate into mature hematopoietic cells detected by immunofluorescence and flow cytometry assays (Fig. 7E, F). With this system, we depleted DDX41 through CRISPR in CD34+ cells and incubated these cells with the bone marrow organoids. As expected, the CD71+ erythroid cells, but not CD11b+ myeloid cells, derived from the donor CD34+ cells transduced with DDX41 sgRNA were significantly reduced compared to the control donor cells. Interestingly, the erythroid cells derived from the recipient bone marrow organoids were also significantly reduced, indicating a potential indirect impact from the inflammatory environment due to the cGAS-STING activation (Fig. 7G).

**Fig. 7:**
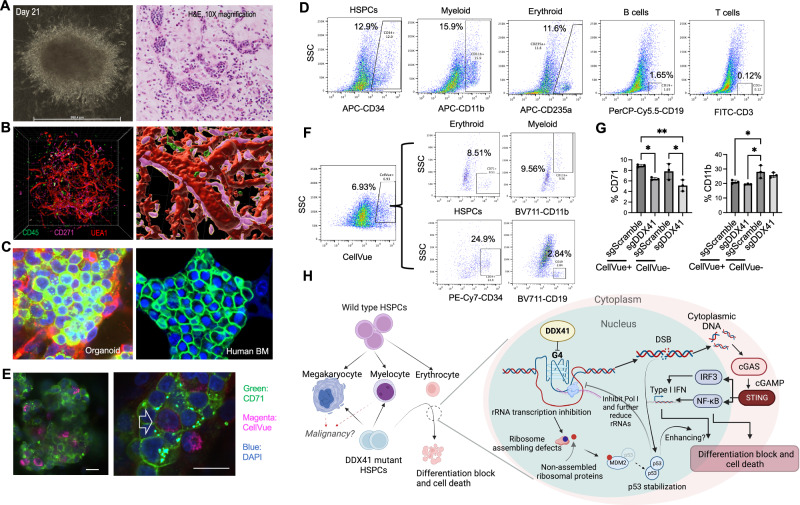
Human erythroid cells are sensitive to DDX41 deficiency in an iPSC-derived bone marrow organoid environment. **A** Representative wide-field picture and H&E stains of bone marrow organoid in culture. **B** Whole-mount 3D imaging of the organoids. Imaris was used for cell surface rendering. Organoids were stained with indicated antibodies and subsequently imaged using a laser scanning confocal platform. **C** Confocal immunofluorescence assays of erythroid islands in the iPSC-derived bone marrow organoids (left) and a primary human bone marrow biopsy (right). CD71 was labeled with green for organoids and primary bone marrow. DAPI: blue. **D** Flow cytometry assays of the organoids using indicated antibodies for various lineages. **E** 10,000 CellVue-labeled donor CD34+ HSPCs were co-incubated with iPSC-derived bone marrow organoids for 3 days in each well of a 96-well plate, followed by an immunofluorescence assay. Representative pictures show the engraftment of donor hematopoietic cells into the organoid. The arrow points to an engrafted CellVue positive cell expressing CD71. Scale bar: 10 μm. **F** Flow cytometry of the organoids using indicated antibodies for various lineages of the engrafted cells in organoids from (**E**). **G** Same as (**E**) except the donor CD34+ cells were transduced with lentiviral vectors expressing Cas9 and indicated sgRNAs before co-incubation. After 3 days, the cells were collected for flow cytometric assays of erythroid and myeloid differentiation of CellVue-positive donor hematopoietic cells and negative iPSC-derived hematopoietic cells. Each data point represents cells combined from 10 organoids. The comparison was evaluated with 1-way ANOVA tests. CD71: sgScramble vs. sgDDX41 in CellVue⁺ (*p* = 0.0491) and CellVue⁻ (*p* = 0.0333); sgScramble CellVue⁺ vs. sgScramble CellVue⁻(*p* = 0.0054). CD11b: sgScramble CellVue⁺ vs. sgScramble CellVue⁻ (*p* = 0.0341); sgDDX41 CellVue⁺ vs. sgScramble CellVue⁻ (*p* = 0.0119). At least 3 independent biological replicates were tested for each experiment. *p < 0.05, **p < 0.01. For representative data, at least 3 independent experiments were performed to ensure reproducibility. **H** Schematic model of the function of DDX41 during erythropoiesis. Created in BioRender. Ji, P. (https://BioRender.com/96esfmz).

We also treated the organoid with PDS for 24 hours and analyzed erythropoiesis using flow cytometry. Since the organoid already contains erythroid cells at various stages of development, this approach allows us to study the responses of cells at different stages of erythropoiesis to G4 accumulation. Consistent with the results from other experiments, we found a significant decrease in the population of CD34 + CD71+ cells, which include mainly early-stage erythroid cells. However, no significant differences were found in the population of CD34-, CD71 + , and CD235a+ cells, which represent late-stage erythroid cells (Supplementary Fig. 9G).

## Discussion

Our study shows that DDX41 directly interacts with and resolves G-quadruplexes. DDX41 deficiency increases G4 levels, causing genome instability and impairing ribosomal biogenesis. This elevation in G4s activates p53 and the cGAS-STING pathway. Genetic studies in mice confirm that knocking out cGas, but not p53, rescues the lethality in hematopoietic-specific Ddx41 knockout mice (Fig. 7H). A previous study demonstrated that DDX41 possesses both DNA unwinding and annealing activities, and that the R525H mutant selectively loses its unwinding ability without affecting annealing. This selective functional loss was associated with increased type I interferon production^41^. Our findings are consistent with this report, as we also observed impaired G4 unwinding activity of the R525H mutant in our FRET-based assays, further supporting the importance of DDX41’s resolvase function in maintaining genome stability and regulating innate immune activation.

In *VavCre:Ddx41*^*fl/fl*^ *cGas−/−* (DKO) mice, the sustained reduction in ribosomal proteins and increased p53 levels mirror mechanisms seen in ribosomopathies like Diamond-Blackfan Anemia (DBA). In DBA, impaired ribosome assembly results in excess free ribosomal proteins, which bind to MDM2, reducing its ability to degrade p53^49^. While DBA is classically associated with erythroid failure, recent studies have identified ribosomal dysfunction and p53 activation in HSPCs and myeloid lineages as well^13,58^. These findings indicate that ribosomopathies can affect multiple hematopoietic compartments beyond erythropoiesis, particularly under stress or during aging. Despite ribosomopathies, the complete rescue of survival in the DKO mice is consistent with reports that an increase in p53 activity or haploinsufficiency of *MDM2* does not necessarily result in severe phenotypes in mice^50,59–62^. Nevertheless, ribosomopathies and the continued presence of genome instability due to G4 upregulation increase the possibility of the risk of the development of hematologic malignancies in these mice, especially with aging. It is also possible that the phenotypically normal myeloid, monocytic, and dendritic-specific Ddx41 knockout mice, which is consistent with a previously published report^41^, could develop hematologic diseases with aging due to the accumulation of DNA double-strand break with the upregulation of G4. The increased G4, γ-H2AX, and p53 levels in the MN patient with somatic DDX41 mutation are consistent with this possibility.

Our study reveals erythroid cells’ hypersensitivity to DDX41 deficiency, likely due to widespread G4 structure enrichment, especially on ribosomal DNAs. Erythroid cells are vulnerable to replication stress from DNA secondary structures like G4, explaining the detrimental effects of DDX41 deficiency or PDS treatment on their differentiation and survival. Similar sensitivity of erythroid precursors to Ddx41 deficiency was also reported in zebrafish^29^, highlighting the essential roles of DDX41 in governing erythroid genome stability across species. Under physiologic conditions, ribosome biogenesis is critical in the early stages of erythropoiesis but decreases in the late stages of terminal erythropoiesis by the decline in rDNA transcription^63^. This is in line with our findings that there are no significant phenotypes in *HBBCre:Ddx41*^*fl/fl*^ mice despite an increase in G4 since G4 upregulation-mediated defects occur in the late stages of terminal erythropoiesis when the ribosomal biogenesis is naturally reduced, and chromatin is markedly condensed^34,52,64^. It is also possible that the activation of the cGAS-STING pathway due to DDX41 deficiency is not essential at the late stages of terminal erythropoiesis.

These findings in murine models were confirmed in human settings using primary patient samples and iPSC-derived bone marrow organoids. The somatic G530D mutation identified in our patient is notably underrepresented in the erythroid population, aligning with the effects of DDX41 loss-of-function on erythropoiesis, particularly in the aging context. Similar impairments were observed when DDX41-deficient HSPCs were engrafted into iPSC-derived bone marrow organoids, leading to defective erythroid maturation and increased cellular senescence. These effects were also evident in organoid-derived erythroid cells, consistent with activation of the cGAS-STING pathway in an inflammatory bone marrow microenvironment, which may heighten erythroid cell sensitivity^65^. However, further investigation across additional patient samples and DDX41 mutation types will be necessary to determine whether this erythroid-specific vulnerability is a generalizable consequence of DDX41 deficiency or specific to certain pathogenic variants.

## Methods

### Mice

Wild-type C57BL/6 J mice (strain #000664), cGas knockout mice (strain #026554), Cre-recombinase expression mice *VavCre* (strain #008610), *EpoR*-*Cre* (strain #035702), *MRP8-Cre* (strain #021614), *CD11c-Cre* (strain #008068), and *LysM-Cre* (strain #004781) were purchased from the Jackson Laboratory. *HBB-Cre* was provided by Nicolae Valentin David. *Ddx41* floxed (*Ddx41*^*fl/fl*^) mice were provided by Susan Ross.

Tissue-specific Ddx41 knockout mice were generated by breeding tissue-specific Cre recombinase expression mice with *Ddx41*^*fl/fl*^ mice. The F1 generation, which carried Cre recombinase and was *Ddx41*^*fl/+*^, was subsequently crossed with *Ddx41*^*fl/fl*^ mice. For *Ddx41*^*fl/fl*^ breeding with *Vav-Cre*, female *Vav-Cre*-carrying mice were bred with male *Ddx41*^*fl/fl*^ mice to avoid *Ddx41* knockout during spermatogenesis.

To generate *VavCre:Ddx41*^*fl/fl*^,*cGas* ^−/−^ double knockout (DKO) mice, female *VavCre* mice were first crossed with *Ddx41*^*fl/fl*^ mice to produce *VavCre:Ddx41*^*fl/+*^ offspring. These mice were then crossed with *cGas*^−/−^ mice to obtain *VavCre:Ddx41*^*fl/+*^,*cGas*^+/−^ mice. Genotyping was performed using genomic DNA extracted from tail biopsies. In the subsequent generation, female *VavCre:Ddx41*^*fl/+*^*,cGas*^+/−^ mice were crossed with male *Ddx41*^*fl/+*^*,cGas*^+/−^ mice to generate DKO mice (*VavCre:Ddx41*^*fl/fl*^*,cGas*^−/−^). Littermates carrying *Ddx41*^*fl/fl*^ but lacking *VavCre* and with wild-type *cGas* alleles were used as controls. Whenever feasible, especially in embryonic and early postnatal studies, we used littermate controls. This approach ensured that comparisons between genotypes were made within the same genetic background and developmental environment. All animal studies followed Northwestern University’s Institutional Animal Care and Use Committee guidelines.

### Mouse bone marrow and spleen flow cytometry assay

The bone marrow and spleen flow cytometry assays were performed as previously reported^21,65–67^. Briefly, mice were euthanized following ethical guidelines approved by the IACUC at Northwestern University. Femur bones were dissected to extract bone marrow cells via PBS flushing. Spleens were weighed and subsequently homogenized. These isolated single cells were labeled with antibodies for subsequent flow cytometric analysis. For erythroid cell characterization, APC-Ter119, PE-CD71, and FITC-CD44 antibodies were employed. Myeloid cell analysis utilized APC-CD11b, BV421-ly6C, and PE-ly6G antibodies, while lymphoid cell populations were assessed using PE-B220 and APC-CD3 antibodies. For HSPC analysis, the cells were stained with BD Pharmingen™ PerCP-Cy™5.5 Mouse Lineage Antibody Cocktail along with FITC-Ly5A/E and APC-CD117. Subsequently, cells that exhibited a negative signal in the PerCP-Cy5.5 channel were selected, and further analysis was conducted on these cells using the FITC and APC channels to identify and characterize LSK (Lin-Sca1+Kit + ) cells. For cell death analysis, cells were stained using the BD Pharmingen™ FITC Annexin V Apoptosis Detection Kit I and subsequently analyzed via flow cytometry.

### Quantification of G-quadruplexes using flow cytometry

The quantification of G-quadruplexes was performed using the BG4 antibody with mouse IgG1 Isotype. Cells were fixed in 0.25% Glutaraldehyde/PBS for 1 hour, followed by permeabilization with 0.1% Triton-X/PBS. To remove the RNAs, cells were incubated in 0.05% Triton-X/PBS with 3% bovine serum albumin (BSA) and 10 µg/ml RNaseA for 30 min. Subsequently, they were incubated in PBS containing 0.05% Triton-X, 3% BSA, and 10 µg/ml BG4 antibody for at least 30 min. After washing, cells were resuspended in PBS with PE-conjugated anti-mouse IgG1 antibody for 10 min. Finally, the cells were washed and resuspended in PBS for flow cytometry analyses. Median fluorescence intensity was used for statistical analyses to mitigate the influence of outliers and skewed distributions.

### Antibodies

The following antibodies (vendor, catalog number) were used for Western blotting assays: DDX41 (CST, #15076), BG4 (Absolute Antibody, Ab00174), p53 (CST, #9282), cGAS (E5V3W) (CST, #79978), Phospho-Histone H2A.X (Ser139) (D7T2V) (CST, #80312), NF-κB Pathway Antibody Sampler Kit (CST #9936), RPL26 (Proteintech, #17619-1-AP), RPL7A (Proteintech, 15340-1-AP), RPS27A (Proteintech, #14946-1-AP), RPS3 (Proteintech, #11990-1-AP), RPS6 (Proteintech, #14823-1-AP), RPS19 (Proteintech, #15085-1-AP), RPS14 (Proteintech, 16683-1-AP), Ribosomal Protein S3 (D50G7) (CST, #9538S), S6 Ribosomal Protein (5G10) (CST, #2217), RPL10 (Proteintech, #72912), RPL11 (D1P5N) (Proteintech, #18163), RPL5 (Proteintech, #14568), HRP-conjugated beta actin monoclonal antibody (Proteintech, #HRP-66009), anti-rabbit IgG, HRP-linked antibody (CST, #7074), and anti-mouse IgG, HRP-linked antibody (CST, #7076). Western blotting antibodies were diluted to a final concentration of 1:1000.

For flow cytometry assays, the following antibodies were used: APC rat anti-mouse TER119 (BD, #561033), FITC anti-mouse CD71 (Biolegend #113805), PE rat anti-mouse CD71 (BD, #567206), PE anti-mouse IgG1 (Biolegend, #406607), PE rat anti-mouse CD45R/B220 (BD, #553089), APC rat anti-mouse CD3 (BD, #565643), Phospho-histone H2A.X (Ser139) (CR55T33), PE F(ab’)2 fragment (Alexa Fluor® 488 conjugate) (CST, #4412), anti-mouse IgG (H + L), F(ab’)2 fragment (Alexa Fluor® 647 conjugate) (CST, #4410), Phospho-Histone H2A.X (Ser139) monoclonal antibody (Invitrogen, 12-9865-43), anti-rabbit IgG F(ab’)2 fragment (Alexa Fluor® 488 Conjugate) (CST, #4412), anti-mouse IgG (H + L) F(ab’)2 fragment (Alexa Fluor® 647 Conjugate) (CST, #4410), FITC rat anti-mouse CD44 (BD, #561859), APC rat anti-CD11b (BD, #553312), BV421 rat anti-mouse Ly-6C (BD, #562727), PE rat anti-mouse Ly-6G (BD, #561104), FITC rat anti-mouse Ly-6A/E (BD, #557405), and APC rat anti-mouse CD117 (BD, #553356). Flow cytometry antibodies were diluted to a final concentration of 1:100.

### Isolation of bone marrow and fetal liver hematopoietic stem and progenitor cells (HSPCs)

Mouse femurs were dissected with surrounding tissues removed. The bone marrow was collected by flushing the bone cavities using 10 ml of phosphate buffer saline (PBS) supplemented with 2% fetal bovine serum (FBS). The harvested cells were then incubated for 10 min with a cocktail of biotin-conjugated lineage antibodies against CD3e, CD11b, CD45R, Ly-6G/C, and Ter119 (BD, #559971), followed by washing with PBS containing 2% FBS. Subsequently, the cells were incubated with streptavidin particles plus beads (BD, #557812) for 10 min and placed on a magnetic rack for 15 min for magnetic separation. The supernatant, enriched with lineage negative HSPCs, was collected for subsequent cell counting and analyses.

For fetal liver HSPC purification, E13.5 fetal liver was homogenized by repeated pipetting and filtering through a 40 μm cell strainer to obtain single cells. The filtered cells were incubated with biotin anti-mouse Ter119 antibody for 15 min and washed with PBS. After washing, the cells were resuspended, and Ter119-positive cells were pulled down with streptavidin magnetic beads. The remaining Ter119 negative HSPCs were then used for the follow-up experiments.

### In vitro erythroid differentiation of mouse lineage negative cells

The isolated lineage-negative cells were cultured in erythropoietin (Epo)-containing medium (IMDM supplemented with 15% FBS, 10% BSA, 10 μg/ml insulin, 200 μg/ml holo-transferrin, 0.1 mM β-mercaptoethanol, 1% penicillin-streptomycin, 2 mM glutamine, and 2 unit/ml Epo) at a density of 5 × 105 cells/ml. The cells were then incubated for up to 48 hours at 37 °C with 5% CO_2_. Cells were then harvested for analysis at different time points based on the experiments.

### Human cell line, bone marrow cells, and Sanger sequencing

HEK293T cells were purchased from ATCC (CRL-1573). Total bone marrow cells from MDS patients were obtained following informed consent under institutional review board-approved protocols at Northwestern University. Isolation of specific cell populations was achieved using a bead-based method through biotin-conjugated CD34+ and CD71+ antibodies. Following isolation, the cells underwent a washing process repeated three times in preparation for DNA extraction. The extracted DNA was subsequently used in PCR reactions for further analyses of mutated genes in the patients. For the *DDX41* gene, the following primers were used: Forward - ATGGGTTAGGCCGGAAAAGGG, Reverse - TGACTCATCTGGGGGAGGAG. For the *PRPF8* gene, the primers used were Forward – AAGGAGACAATCCCCCGA and Reverse - TATAGGCCAGGTCAATGGCG.

### Flow cytometric analysis of mouse in vitro erythroid differentiation

Flow cytometric analysis of differentiation and enucleation of cultured mouse erythroblasts was conducted following previously established methods^21^. In brief, surface antigen labeling was performed using FITC or PE conjugated antibodies against CD71 and Ter119, along with their respective isotype controls. The stained cells were analyzed using a FACSCanto flow cytometer from Becton Dickinson. Additionally, propidium iodide was included to exclude non-viable cells from the analysis.

### G-quadruplexes confocal immunofluorescence staining

Cells were washed with ice-cold serum-free Iscove’s Modified Dulbecco’s Medium (IMDM) and plated on poly-L-lysine-coated coverslips (BD Biosciences), followed by a 5-min incubation at 37 °C in a humidified incubator. After attachment, cells on the coverslip were washed with ice-cold PBS (pH 7.2), fixed in 4% paraformaldehyde for 15 min, and permeabilized with 0.1% Triton-X 100 in PBS for 10 min at room temperature. Following three PBS washes, cells were blocked with 3% BSA in PBS containing 0.05% Triton-X 100 for 1 hour at room temperature. Subsequently, the cells were stained with FLAG-BG4 antibody (1:100 final concentration) and relevant secondary antibody (1:100 final concentration) for 1 hour each, followed by three cycles of PBS washing for 5 min each. Finally, the cells were mounted on glass slides using ProLong™ Diamond Antifade Mountant with DAPI (Invitrogen).

Three-dimensional (3D) imaging of Ddx41 and G4 immunostaining was performed using a Nikon AXR laser scanning confocal microscope. A Nikon CFI Apo TIRF 60x Oil immersion objective (NA 1.49) was used for all Z-stack image acquisitions. Scanning was carried out using the Galvo scanning mode with a dwell time of 4 seconds per pixel. A total of 50 Z-slices were collected over a 25 µm depth, resulting in a Z-step interval of 0.5 µm. 3D reconstruction of the acquired image stacks was performed using Imaris software (version 10.0).

### Human CD34+ cell culture and differentiation

Human CD34+ cells (STEMCELL Technologies) were cultured in IMDM supplemented with 3% serum, 2% plasma, 10 µg/ml insulin, 3 IU/ml heparin, 200 µg/ml transferrin, 3 U/ml Epo, 10 ng/ml stem cell factor (SCF), 1 ng/ml interleukin-3 (IL-3), and 1% penicillin/streptomycin. The differentiation protocol involved a sequential withdrawal of cytokines. Initially, from day 0 to day 7, the culture included IL-3, EPO, and SCF, with medium exchanges every 2 days to maintain a cell concentration of approximately 1 × 105 cells/ml. On day 7, a complete medium change was performed to eliminate IL-3. On day 10, SCF was withdrawn after a complete medium change. The cells were then maintained at 1 × 106 cells/ml through regular medium changes until day 14. Starting from day 15, Epo was withdrawn through a complete medium change, and the cells were maintained at a concentration of 5 × 106 cells/ml with regular medium changes until day 20. Cells were harvested at specific time points for analysis.

### CRISPR/Cas9 mediated DDX41 knockout in human CD34+ cells

The sgRNAs targeting DDX41 or scrambled sgRNA were cloned into the lentiviral vector lentiCRISPR v2 (Addgene, #52961, encoding Cas9) using the previously reported protocol^68^. The lentiviruses were produced in HEK293T cells following the manufacturer’s protocol (Invitrogen, MA, USA). For viral infection, roughly 3 × 107 control or DDX41 sgRNA lentiviral particles were used to infect 5 × 105 CD34+ cells. 14 hours after infection, cells were washed with PBS and cultured in a fresh medium. Cells were cultured for an additional 6 hours before follow-up studies.

### Cleavage under targets and release using nuclease (CUT&RUN) assay

The following populations were subjected to CUT&RUN assays. HSPCs were isolated utilizing a negative selection methodology via the BD Biotin Mouse Lineage Panel kit (BD #559971). For the erythroid cells, biotin-conjugated Ter119+ antibody and magnetic streptavidin beads were used. The CUT&RUN assay was carried out using the Cell Signaling Technology CUT&RUN Assay Kit (CST #86652) following the manufacturer’s protocol with minor adaptations. Cells (1 –5 × 10⁵) were harvested, washed, and bound to Concanavalin A-coated magnetic beads. Bead-bound cells were incubated in digitonin-containing antibody buffer with primary antibodies against G-quadruplex structures (BG4, Absolute Antibody ab00174-1.1) and DDX41 (CST #15076) for 2 hours at 4 °C. After washing, pAG-MNase was added and allowed to bind for 1 hour at 4 °C. Targeted digestion was initiated by adding calcium chloride and incubating for 30 min at 4 °C. The reaction was stopped using Stop Buffer, and cleaved chromatin fragments were allowed to diffuse into the supernatant under continued digitonin permeabilization. DNA was purified and quantified from the supernatant using spin columns. Libraries were prepared and sequenced on the Illumina NextSeq 500 platform at the Northwestern University NUSeq Core Facility.

Initial demultiplexing, adapter trimming, and differential peak analysis were performed by the NUSeq Core. Subsequent bioinformatic analyses were conducted on the Northwestern Quest high-performance computing cluster. Sequencing reads were aligned to the mm10 mouse reference genome using Bowtie2 with parameters optimized for short fragments. Signal quantification and heatmap generation were performed using the computeMatrix and plotHeatmap functions in deepTools. Genome-wide coverage tracks were visualized using the UCSC Genome Browser and IGV with BigWig files provided by NUseq. To define consensus peaks within each condition, bedtools merge was used to combine replicate peak sets. Codistribution and unique peak analysis across experimental groups were performed using bedtools intersect. The number of shared and condition-specific peaks was quantified and exported as CSV files. These results were visualized as Venn diagrams using the Venn Diagram and ggplot2 packages in R. For functional annotation and visualization of genomic distributions, merged peak files were further analyzed using the ChIPseeker R package. A TxDb object was constructed from the GTF file (mm39.knownGene.gtf.gz) using GenomicFeatures::makeTxDbFromGFF. Peak annotations were generated using annotatePeak, with the TSS region defined as ±3 kb. Gene-based annotations were performed using the org.Mm.eg.db database. Pie charts of genomic region distributions were generated using plotAnnoPie. Motif enrichment analysis was performed using the HOMER tool findMotifsGenome.pl. Input peak regions were analyzed against the mm10 mouse genome using the -size given option to preserve peak widths. The sequencing data are available from the Gene Expression Omnibus database under accession code GSE254143.

### G4 pull-down assay

The oligonucleotides designed for G4 pull-down assay included sequences capable of forming G4 structures (G4-1: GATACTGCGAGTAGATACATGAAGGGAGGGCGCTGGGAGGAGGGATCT (derived from Kit1), G4-2: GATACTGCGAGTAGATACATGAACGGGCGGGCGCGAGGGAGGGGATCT (derived from Kit2), G4-3: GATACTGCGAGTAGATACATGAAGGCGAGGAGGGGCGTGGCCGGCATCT (derived from Spb1) and non-G4 controls (NC-1: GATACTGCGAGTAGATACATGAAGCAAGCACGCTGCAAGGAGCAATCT, NC-2: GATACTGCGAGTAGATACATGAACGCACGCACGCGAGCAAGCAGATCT, NC-3: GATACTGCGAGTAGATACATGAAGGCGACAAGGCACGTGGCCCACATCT), along with a complementary ssDNA sequence ATGTATCTACTCGCAGTATCATAC tagged with a 3’ biotin (BiosG). Oligonucleotides were initially dissolved to 100 μM in a buffer containing 10 mM Tris-HCl (pH 8.0) and 1 mM EDTA (TE buffer). For experimental use, they were further diluted to a 10 μM concentration. The ssDNA was mixed with either G4 or control oligonucleotides in a solution comprising 20 mM HEPES (pH 7.5), 250 mM KCl, and 1 mM DTT. This mixture was then heated at 95 °C for 10 min, followed by a gradual cooling to 25 °C at a rate of 0.1 °C per second using a PCR machine.

For binding assays, high-affinity streptavidin magnetic beads (Pierce, Cat. No. 88817) were prepared in a binding buffer (10 mM Tris-HCl pH 8, 100 mM KCl, 0.1 mM EDTA, 1 mM DTT, 0.05% Tween-20) and incubated with the folded G4 oligonucleotides (0.5 nM oligonucleotides in 10 μl of streptavidin magnetic beads) for 2 hours at 4 °C. Following two washes in the binding buffer to remove unbound oligonucleotides, the beads were incubated with 5 μg of DDX41 proteins for 1 hour at 4 °C. Subsequent washes with binding buffers containing increasing concentrations of KCl (200–500 mM) were performed to remove non-specifically bound proteins. Proteins that remained bound to the beads were eluted by incubating for 5 min at 95 °C in 2x SDS-PAGE loading buffer. The eluted proteins were then analyzed by SDS-PAGE and Western blotting to assess the binding interactions.

### G4 fluorescence resonance energy transfer (FRET) assay

G4 oligonucleotides were designed following previously published G4 oligo sequences^69,70^. Three oligonucleotides derived from the human *MYC* gene were generated. Each was conjugated with a FAM signal at the 5’-end and a BHQ group at the 3’-end. The sequences of these oligonucleotides are as follows: G4-1: 5’-FAM-TGGGGAGGGTGGGGAGGGTGGGGAAGGT-3’-BHQ, G4-2: 5’-FAM-GGGTGGGTTGGGTGGGG-3’-BHQ, and G4-3: 5’-FAM-GGGAGGGTTGGGTGGGG-3’-BHQ. To form G4 structures, these oligonucleotides were re-suspended in water and annealed in a tris-acetate solution containing 100 mM K + , with a total oligonucleotide concentration of 10 µM. The annealing was achieved by slow cooling from 95 °C to room temperature. The resulting annealed G4 substrates were aliquoted into small tubes and stored at −20 °C. Unfolding assays were conducted using a buffer composed of 20 nM oligonucleotides, 50 mM tris-acetate, 2.5 mM MgCl2, 0.5 mM DTT, and 50 mM KCl, along with varying concentrations of recombinant DDX41 protein. Fluorescence changes were monitored using an excitation wavelength of 490 nm and emission at 520 nm. The percentage of unfolding was calculated as: Unfolded G4 Percentage = (Sample G4 FAM Signal – Folded G4 FAM Signal) / (Unfolded G4 FAM Signal – Folded G4 FAM Signal).

### DDX41 protein expression and purification

Halo-tagged human DDX41 protein was expressed using the pJFT7-nHalo-DC vector containing the human DDX41 cDNA sequence (DNASU HsCD00947316). BL21 bacteria carrying the DDX41 plasmid were resuspended in LB medium supplemented with 50 µg/mL Ampicillin. The suspension was incubated at 37 °C to OD value around 0.6. Subsequently, IPTG was added to the bacterial culture to a final concentration of 1 mM and incubated at room temperature for 1 day. The cells were then collected for protein purification using Promega HaloTag Protein Purification System. Briefly, the collected cells were first resuspended and lysed using lysozyme and sonicated in the presence of protease inhibitors to release the target protein. The targeted proteins were then bound to the resin. Subsequently, the bound protein was cleaved using TEV protease to release DDX41, while the Halo tag was removed. The purified proteins were then stored at −80 °C for future use.

For the generation of DDX41 mutants (R525H and G530D), the DDX41 expression vector was modified using the GeneArt Site-Directed Mutagenesis System to introduce single-nucleotide mutations into the vector. The mutagenesis was carried out using the following primers: G530D Forward: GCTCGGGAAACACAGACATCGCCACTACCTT, Reverse: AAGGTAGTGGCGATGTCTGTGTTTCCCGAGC, R525H Forward: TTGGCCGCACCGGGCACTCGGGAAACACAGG, Reverse: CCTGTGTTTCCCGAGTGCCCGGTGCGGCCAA. Protein expression and purification of the mutant DDX41 variants followed the same method described for the wild-type DDX41.

### Fluorescence polarization assay

Fluorescence polarization (FP) assays were performed to assess the interaction between nucleic acid substrates and the purified DDX41 protein. To generate double-stranded DNA (dsDNA), double-stranded RNA (dsRNA), and RNA–DNA hybrid 12-mer substrates, 6-FAM-labeled and unlabeled oligonucleotide pairs were heated to 95 °C and gradually cooled to 4 °C. The resulting single-stranded and double-stranded substrates were diluted to a final concentration of 20 nM in FP assay buffer containing 20 mM HEPES (pH 7.0), 100 mM NaCl, and 5% glycerol.

To generate G-quadruplex (G4) structures, oligonucleotides were resuspended in water and annealed in a Tris-acetate solution containing 100 mM K⁺ at a total oligonucleotide concentration of 10 µM. Annealing was achieved by slow cooling from 95 °C to room temperature. The G4 oligonucleotides were then diluted into a buffer containing 20 nM oligonucleotides, 50 mM Tris-acetate, 2.5 mM MgCl₂, 0.5 mM DTT, and 50 mM KCl. Unfolded G4 oligonucleotides were prepared using the same annealing process but without K⁺.

Purified full-length DDX41 protein was added to individual substrates at the indicated final concentrations. Fluorescence polarization of the 6-FAM-labeled probes was measured using a Tecan Infinite M1000 Multimode Microplate Reader at 20 °C at the Northwestern University High Throughput Analysis Lab, with an excitation wavelength of 470 nm, an emission wavelength of 515 nm, a gain of 120, and 20 flashes per measurement. The fluorescence polarization value (P) was calculated using the equation: FP = (F∥ - F⊥) / (F∥ + F⊥), where F∥ is the fluorescence intensity measured with the emission polarizer parallel to the excitation polarizer. F⊥ is the fluorescence intensity measured with the emission polarizer perpendicular to the excitation polarizer. Relative fluorescence polarization values were expressed as a percentage by subtracting the FP value of the oligonucleotide-only control and normalizing to the control value. The following nucleic acid sequences were used. DNA-RNA hybrids were the RNA-12mer hybrid with a DNA-12mer. G4-1: GGGTGGGTTGGGTGGGG-6-FAM, G4-2: GGGAGGGTTGGGTGGGG-6-FAM, G4-3: GGGTGGGATGGGTGGGG-6-FAM, DNA-12mer-fw GACACCTGATTC-6-FAM, DNA-12mer-rev GAATCAGGTGTC, RNA-12mer-fw GACACCTGATTC-6-FAM, RNA-12mer-rev GAATCAGGTGTC.

### Quantitative RT-PCR of mouse 47 s and 45 s ribosome RNA

Total RNA was extracted from lysed cells using the Qiagen RNA extraction kit. Equivalent amounts of RNAs were employed for reverse transcription reactions with Takara PrimeScript RT Master Mix to generate cDNAs. The cDNAs were subsequently utilized as input for PCR reactions, performed using Sybr Green PCR mix. For the amplification of 45 s rRNA, the following primer pairs were used: rn45sF1 (GCTGCGTGTCAGACGTTTTT) with rn45sR1 (AGAAAAGAGCGGAGGTTCGG), rn45sF2 (AGAGAACCTTCCTGTTGCCG) with rn45sR2 (AACTTTCTCACTGAGGGCGG), rn45sF3 (ATCGACACTTCGAACGCACT) with rn45sR3 (CACACGTCTGAACTTCGGGA), and rn45sF4 (TCCTTGTGGATGTGTGAGGC) with rn45sR4 (GGGAACATGGTCAAGCGAGA). For 47 s rRNA amplification, the primer pairs included rn47sF1 (GGTGTCCAAGTGTTCATG) with rn47sR1 (CAAGCGAGATAGGAATGTCTTAC), rn47sF2 (AGAGAACCTTCCTGTTGCCG) with rn47sR2 (AACTTTCTCACTGAGGGCGG), and rn47sF3 (TCCTTGTGGATGTGTGAGGC) with rn47sR3 (GGGAACATGGTCAAGCGAGA).

### Chronic in vivo pyridostatin treatment in mice

To ensure prolonged exposure to pyridostatin (PDS), an ALZET osmotic pump (model 2006) was used. The pump allows for continuous drug delivery for up to 6 weeks. PDS was obtained from Millipore Sigma (Catalog No. SML2690), dissolved in saline, and loaded into the pumps. A final drug dosage of 3.5 mg/kg/day was achieved through this approach. As a control, saline was also loaded into separate pumps. These pumps were then subcutaneously implanted in wild-type mice. Following an 8-week period, we conducted analyses on the peripheral blood and bone marrow of the mice to evaluate the effects of chronic G4 accumulation stress.

### Single cell RNA sequencing

Mouse femoral bone marrow was extracted and immediately submitted for single-cell RNA sequencing (scRNA-seq) analysis. Cell viability assessments were conducted to ensure a minimum of 80% viability. The extracted samples were sent to the NUseq facility, where scRNA-seq experiments were conducted. 

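The 2 libraries were deposited at different steps of this processing. The control matrix listed all barcodes, of which 1194299 had at least 1 UMI, 135693452 UMIs in total, and so held the empty droplets as well. The DKO matrix listed called barcodes only, the lowest with 500 UMIs, with 117725934 UMIs in total. The DKO barcodes were kept as the authors called them. Cells of the control library were called as barcodes above an order-of-magnitude threshold (the 99th percentile of the top 3000 barcodes divided by 10, which came to 4869 UMIs), plus barcodes between 500 UMIs and that threshold that differed from the empty droplets. The empty-droplet profile came from 1125245 barcodes with at most 100 UMIs, and the difference was taken from a multinomial test with 10000 simulations at a false discovery rate of 0.01. Of the control barcodes, 9663 lay above the threshold and 9585 of the 10284 tested ones were called, which gave 19248 cells with 90.8% of the UMIs. On simulated droplets, the procedure called 100% of the cells and 1.33% of the empty droplets. The simulated cells mixed the empty-droplet profile with the same profile shuffled across genes, and the simulated empty droplets were drawn from the profile used in the test. These figures therefore do not show how well real cells are told from empty droplets. Cells with over 20% mitochondrial UMIs were then left out, 174 in the control and 215 in the DKO library.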

Following scRNA-seq, the resultant raw sequence data in FASTQ format were processed using Cellranger on Northwestern University Quest High-Performance Computing Cluster. 

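The paper's text names no clustering settings for this step. Here, doublets were scored with Scrublet, and cells above a score of 0.226 were left out, 348 control cells (1.82%) and 208 DKO cells (1.49%). This threshold was the automatic one of the DKO library. It was applied to both libraries after the control library's own threshold, 0.628, had marked 0 of 19074 cells. Counts of each cell were scaled to 10000 UMIs and log-transformed, and 2000 variable genes without Ddx41 and Cgas went into 30 principal components, a graph of 15 neighbors and Leiden clustering at resolution 1.0. This gave 28 clusters. Each cluster took the class whose marker genes had the highest mean log2 fold in it over all other cells, if at least 3 of these markers were raised 1.5-fold, and 13 classes were named in this way. A single cluster, with 375 control and 343 DKO cells, stayed unnamed. The suffix -like marks that classes rest on transcripts alone.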

Subsequently, the processed scRNA-seq data were visualized and analyzed using the Cloupe browser. The sequencing data are available from the Gene Expression Omnibus database under accession code GSE254144.

### Induced pluripotent stem cell (iPSC)-derived human bone marrow organoid

The human bone marrow organoid differentiation was previously described^57,71^. In brief, iPSCs were purchased from StemCell Technologies (SCTi003-A). During differentiation, iPSCs were dissociated using EDTA when colonies reached approximately 100 μm in diameter. The iPSC aggregates were incubated overnight in mTeSR Plus medium (StemCell Technologies) enhanced with RevitaCell in 6-well Costar Ultra-Low Attachment plates (Corning, Cat#3471). Following this incubation, cells were gathered by gravitation in a 15 mL Falcon tube (Fisher Scientific, Cat#11507411) and resuspended in Phase I medium. This medium consisted of APEL2 (StemCell Technologies, Cat#05275) enriched with Bone Morphogenic Protein-4 (BMP4, Thermo Fisher Scientific, Cat#PHC9531), Fibroblast Growth Factor-2 (FGF2, StemCell Technologies, Cat#78134.1), and Vascular Endothelial Growth Factor-A (VEGF-165, StemCell Technologies, Cat#78159.1) at 50 ng/mL. The cells were then plated in 6-well Ultra-Low Attachment plates and incubated at 5% O2 for three days (days 0-3).

After this period, cell aggregates were collected by gravitation and suspended in Phase II medium for an additional 48 hours (days 3-5). The Phase II medium included APEL2 supplemented with BMP-4, FGF2, and VEGFA at 50 ng/mL, along with human Stem Cell Factor (hSCF, StemCell Technologies, Cat#78062) and Fms-like tyrosine kinase-3 Ligand (Flt3, StemCell Technologies, Cat#78009) at 25 ng/mL. On day 5, cells were again collected by gravitation for hydrogel embedding. The hydrogels, composed of 60% collagen and 40% Matrigel, were prepared on ice following the manufacturer’s instructions. This included Reduced Growth Factor Matrigel (Corning, Cat#354230) supplemented with 1 mg/mL human collagen type I (Advanced Biomatrix, Cat#5007) and type IV (Advanced Biomatrix, Cat#5022). A 0.5 mL cell-free base layer was first laid and allowed to polymerize for 2 hours, followed by another 0.5 mL layer containing the cell aggregates, also left to polymerize for 2 hours at 37 °C and 5% CO_2_. The fully polymerized gels with cell aggregates were then supplemented with Phase III media. This media included VEGFA at either 50 ng or 25 ng/mL, VEGFC (where applicable) at 50 or 25 ng/mL, FGF2, BMP4, hSCF, Flt3, Erythropoietin (EPO, StemCell Technologies, Cat#78007), Thrombopoietin (TPO, StemCell Technologies, Cat#78210), Granulocytic Colony-Stimulating Factor (G-CSF, StemCell Technologies, Cat#78012), at 25 ng/mL, and Interleukin-3 (IL3, StemCell Technologies, Cat#78194) and Interleukin-6 (IL6, StemCell Technologies, Cat#78050) at 10 ng/mL. The media was refreshed every 72 hours. On day 12, the organoids were scooped from hydrogels and transferred to 96-well ultralow attachment plates (Thermo Fisher, Cat#174925) for further culturing. The media was refreshed at 1:1 ratio every 72 hours. Organoids are fully matured on day 21 for downstream experiments.

Confocal imaging of the whole-mount organoids was conducted on a Nikon AXR confocal system, utilizing a 20X water immersion objective (CFI Apo LWD Lambda S 20XC WI). Organoids were fixed in 4% PFA and subsequently immunostained with primary and secondary antibodies: anti-human CD45, 1:500 (eBioscience, 14-9457-82); anti-CD140b, 1:200 (Abcam, ab215978),anti-CD71, 1:250 (eBioscience, 14-0719-82); anti-CD235a, 1:200 (PA5-141179); biotin-UEA1, 1:200 (Vector Lab, B0-1065-2), AF647 conjugated goat anti-rabbit IgG (H + L) cross-adsorbed secondary antibody; AF568 conjugated streptavidin; AF488 conjugated goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody. All secondary antibodies were used at 1:300 dilution. Following immunostainings, organoids were dehydrated in ethanol of different concentrations (50%, 70%, 90%, 100%) before tissue clearance with Ethyl Cinnamate and subsequent imaging. Z-stack confocal images were rendered with Imaris 10.0 (Oxford Instruments).

### Engraftment of CD34 + HSPCs

CD34+ hematopoietic stem and progenitor cells (HSPCs) were purchased from StemCell Technologies (Cat#70002). For engraftment, CRISPR/Cas9-edited CD34+ cells were stained with CellVue Claret Far Red Membrane Label (Sigma-Aldrich, Cat#MINCLARET-1KT) following the manufacturer’s instructions. 5 × 10^4^ CellVue-labeled CD34+ cells were suspended in 200 µL StemPro-34 medium (Gibco, Cat#10639011) and combined with 100 µL Matrigel (Corning, Cat#CLS356237) on ice. Organoids on day 18 post-differentiation were deprived of their cell culture medium and exposed to 30 µL of this cell suspension in ultra-low attachment 96-well plates (Thermo Fisher, Cat#174927), followed by a 30-min incubation at 37 °C. Afterward, 150 µL of StemPro-34 medium containing SCF, FLT3, TPO, EPO, and IL3 (10 ng/mL each) was added to support engraftment. The engrafted organoids were evaluated via flow cytometry or imaging 3 days after engraftment. We pooled 10 engrafted organoids for each flow cytometry analysis to mitigate the variability between individual organoids.

### Statistics

Results are expressed as mean ± SEM unless otherwise indicated. Statistical comparisons between two groups were performed with two-tailed unpaired Student’s t tests, and the comparison among multiple groups was evaluated with 1-way ANOVA tests using GraphPad Prism version 9.0 software. For each experiment, at least three independent biological replicates were tested for each group. Each replicate represents either an individual mouse or a cell culture sample. For Figs. 2M, 5J, and 6O, technical replicates were used due to the difficulty in obtaining fresh patient samples. All technical replicates were independently purified, stained, and tested in separate tubes. For representative data, at least two independent experiments were performed to ensure reproducibility. * *p* < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns: not significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The CUT&RUN sequencing data are available from the Gene Expression Omnibus (GEO) database under accession code GSE254143. The single-cell sequencing data are available from the GEO database under accession code GSE254144. Raw fastq files are available upon request to the corresponding author. Source data are provided with this paper.

# Supplementary material for: DDX41 resolves G-quadruplexes to maintain erythroid genome integrity and prevent cGAS-mediated cell death
**Source:** Nat Commun. 2025 Aug 5;16:7195. doi: 10.1038/s41467-025-62307-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Supplementary figures and figure legends

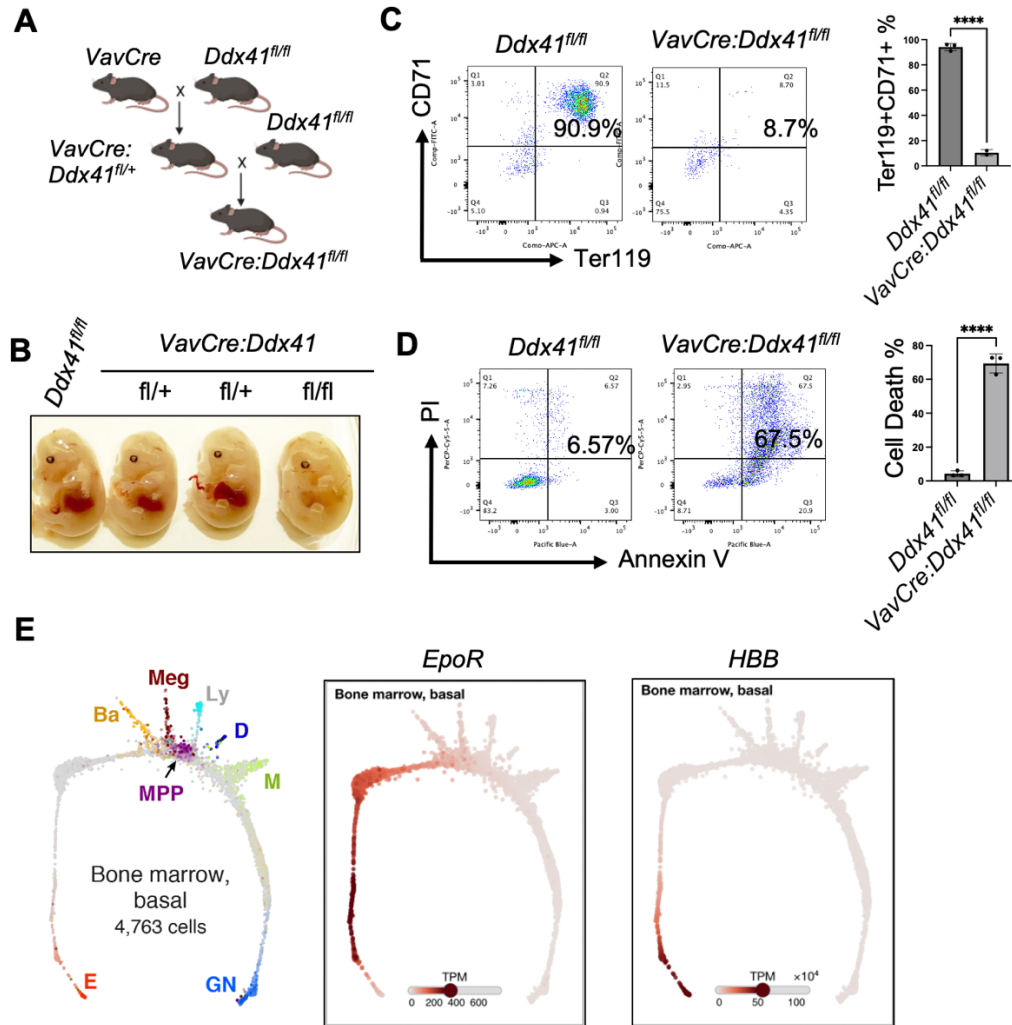

**Supplementary Figure 1. *Ddx41* is essential for hematopoiesis.** (A) Schematic representation of the breeding strategy to generate hematopoietic-specific *Ddx41* knockout mice. Created in BioRender. Ji, P. (2025) <https://BioRender.com/650mhm1>. (B) Representative pictures of E14.5 embryos with the indicated genotypes. (C-D) Ter119 negative fetal liver cells from E14.5 embryos of the indicated mice were cultured in an Epo-containing medium for 48 hours. The differentiation status was evaluated by flow cytometry using CD71 and Ter119 markers. Cell viabilities were assessed using propidium iodide (PI) and Annexin V staining. Quantifications are on the right. (E) Expression patterns of *EpoR* and *HBB* during hematopoiesis. The left UMAP panel displays cells from various lineages and stages. The middle and right panels illustrate the expression pattern of *EpoR* and *HBB*, respectively. Figures were generated using the online tool accessible at [https://kleintools.hms.harvard.edu/paper\\_websites/tusi\\_et\\_al/](https://kleintools.hms.harvard.edu/paper_websites/tusi_et_al/).

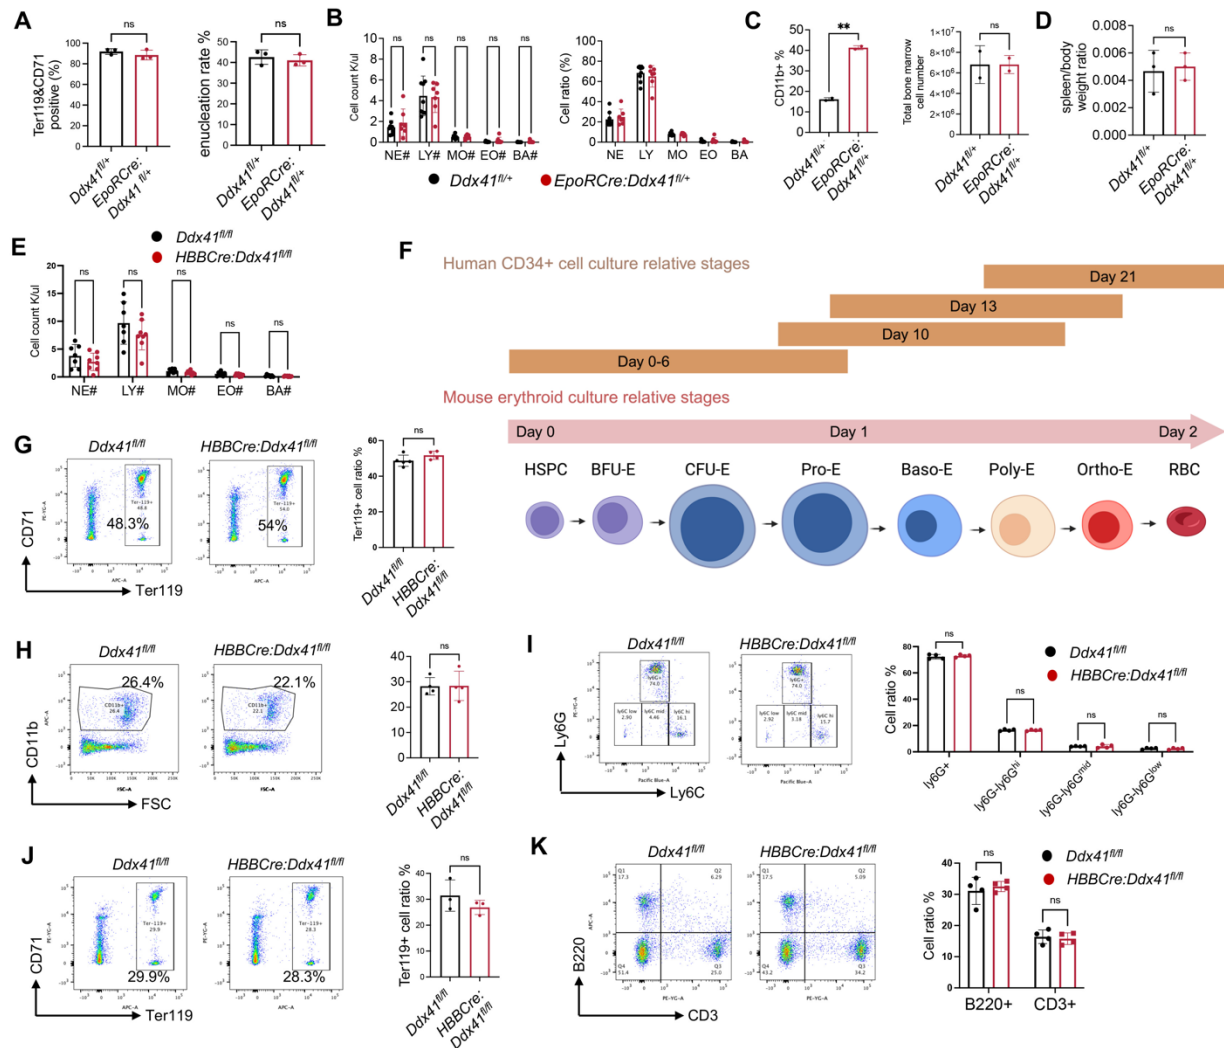

**Supplementary Figure 2. Ddx41 is differentially required at different stages of terminal erythropoiesis.** (A) Ter119-negative cells from the E13.5 fetal liver were purified from the indicated mice and cultured in Epo medium for 2 days. Cell differentiation and enucleation were measured by flow cytometry. (B) Leukocyte count of indicated mice at 2 months old. (C) Flow cytometry assay of bone marrow myeloid cells from mice in B using CD11b as a marker. Quantification of B and total bone marrow cell number is on the right. (D) Spleen/body weight ratio of indicated mice in A. (E) Leukocyte count of indicated mice at 2 months old. (F) Schematic diagram of the corresponding stages of erythropoiesis in the mouse and human in vitro culture systems. Created in BioRender. Ji, P. (2025) <https://BioRender.com/9yzt7r>. (G) Flow cytometry assay of bone marrow erythroid cells from mice in E using CD71 and Ter119 as markers. Quantification is on the right. (H-K) Flow cytometry assays of bone marrow myeloid (H), bone marrow myelomonocytic (I), bone marrow erythroid (J), and spleen lymphoid (K) populations from mice in E. Quantifications are on the right. At least three independent samples were used in each experiment. P-values were determined with 2 tailed t tests. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

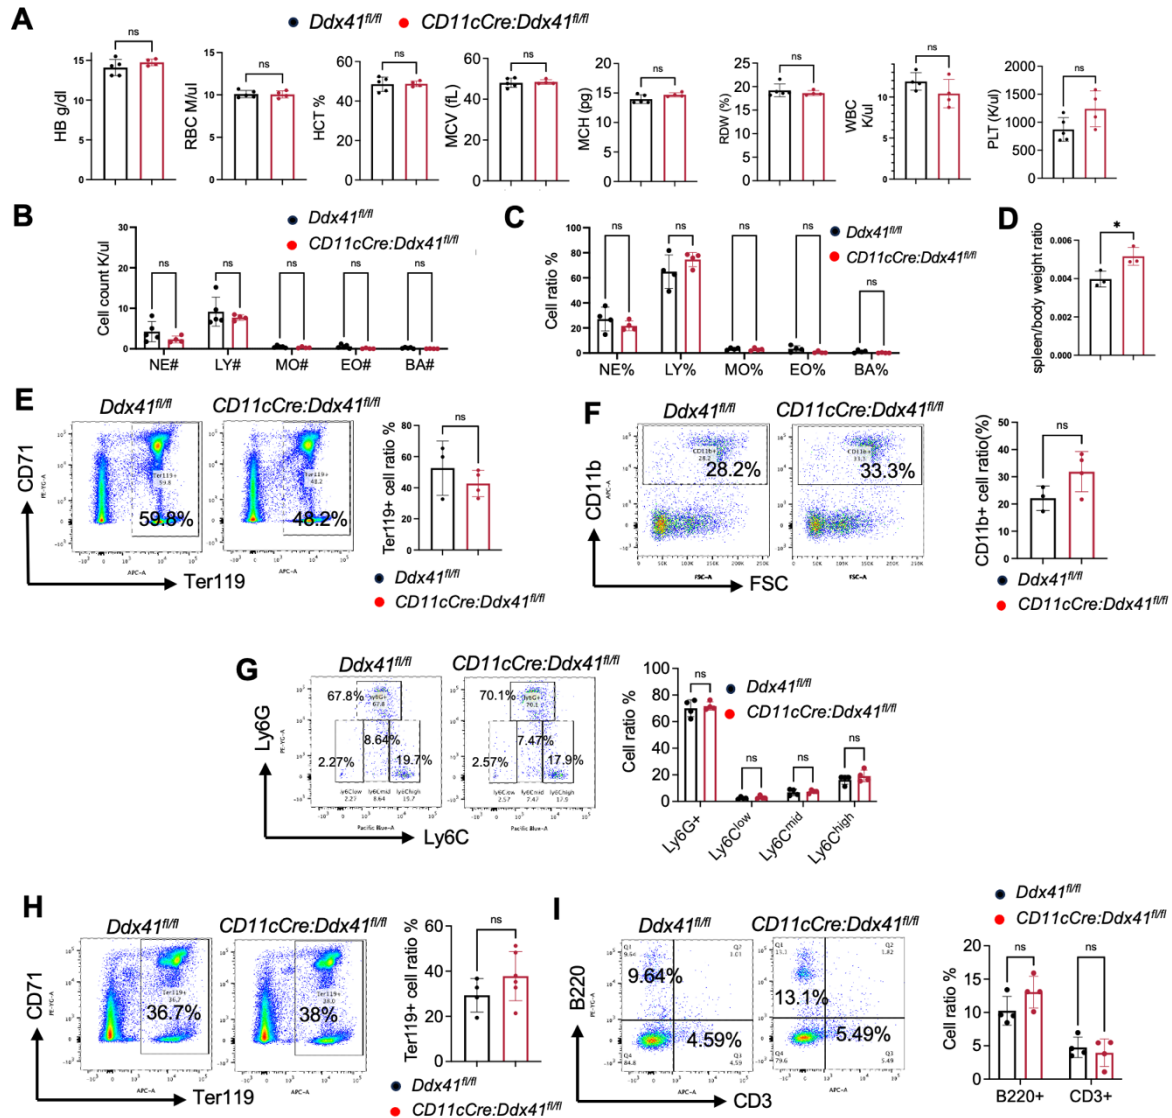

**Supplementary Figure 3. Ddx41 is dispensable for dendritic cell differentiation.** (A) Complete blood count of indicated mice at 2 months old. (B-C) Leukocyte absolute number (B) and percentage (C) of mice from A. (D) Spleen/body weight ratio of indicated mice in A. (E-I) Flow cytometry assays of bone marrow erythroid (E), bone marrow myeloid (F), bone marrow myelomonocytic (G), spleen erythroid (H), and spleen lymphoid (I) populations from mice in A. Quantifications are on the right. Each panel represents data obtained from a minimum of three independent samples. P-values were determined with 2 tailed t tests. ns: non-significant, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

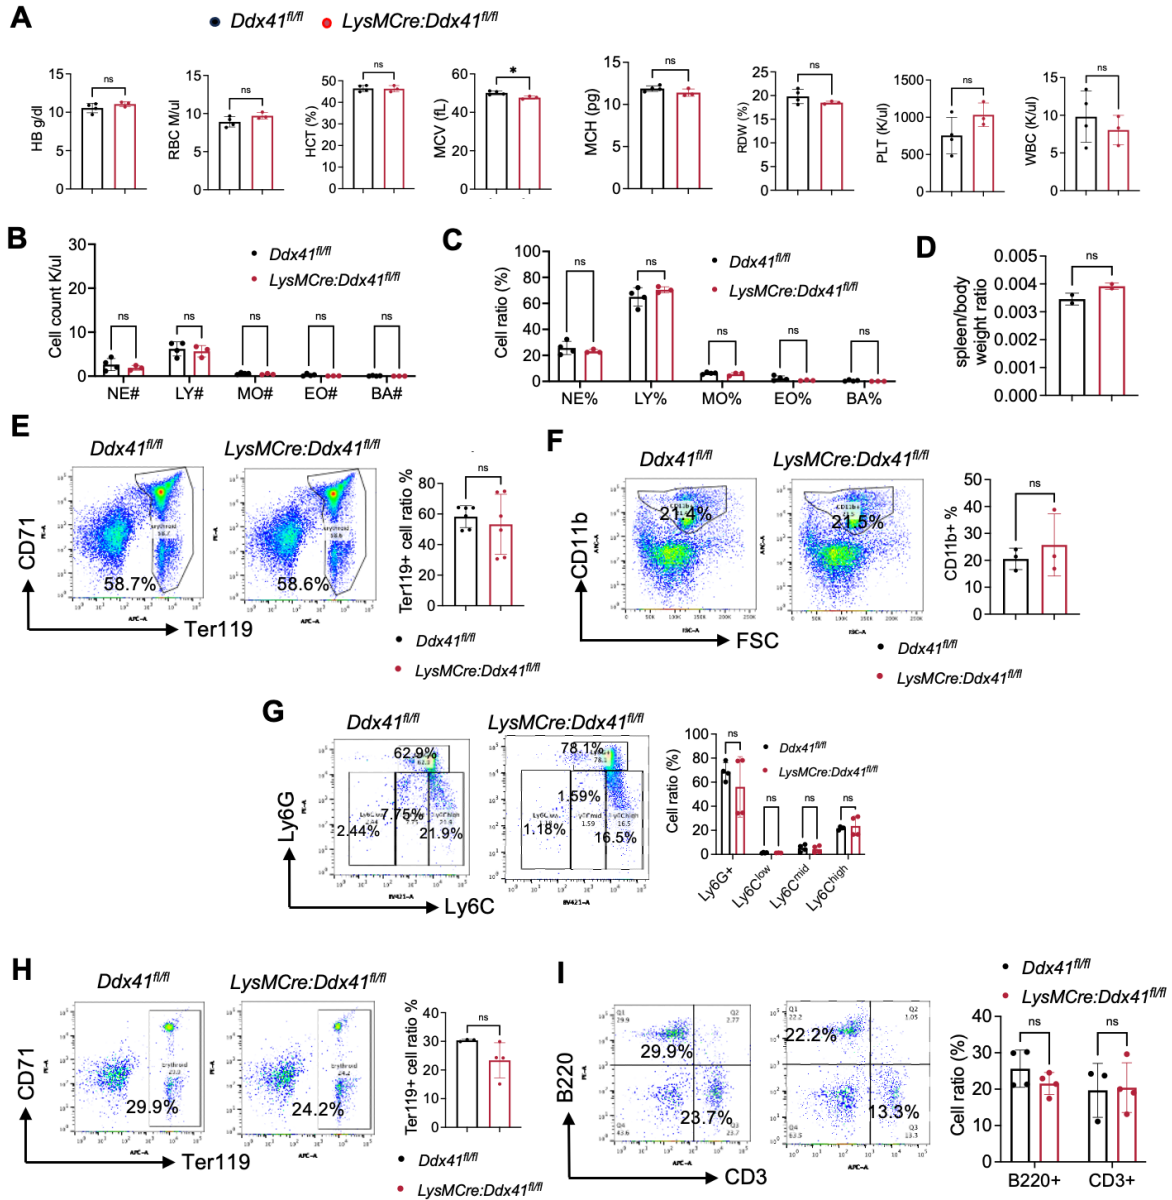

**Supplementary Figure 4. *Ddx41* is dispensable for monocytic cell differentiation.** (A) Complete blood count of indicated mice at 2 months old. (B-C) Leukocyte absolute number (B) and percentage (C) of mice from A. (D) Spleen/body weight ratio of indicated mice in A. (E-I) Flow cytometry assays of bone marrow erythroid (E), bone marrow myeloid (F), bone marrow myelomonocytic (G), spleen erythroid (H), and spleen lymphoid (I) populations from mice in A. Quantifications are on the right. Each panel represents data obtained from a minimum of three independent samples. P-values were determined with 2 tailed t tests. ns: non-significant, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

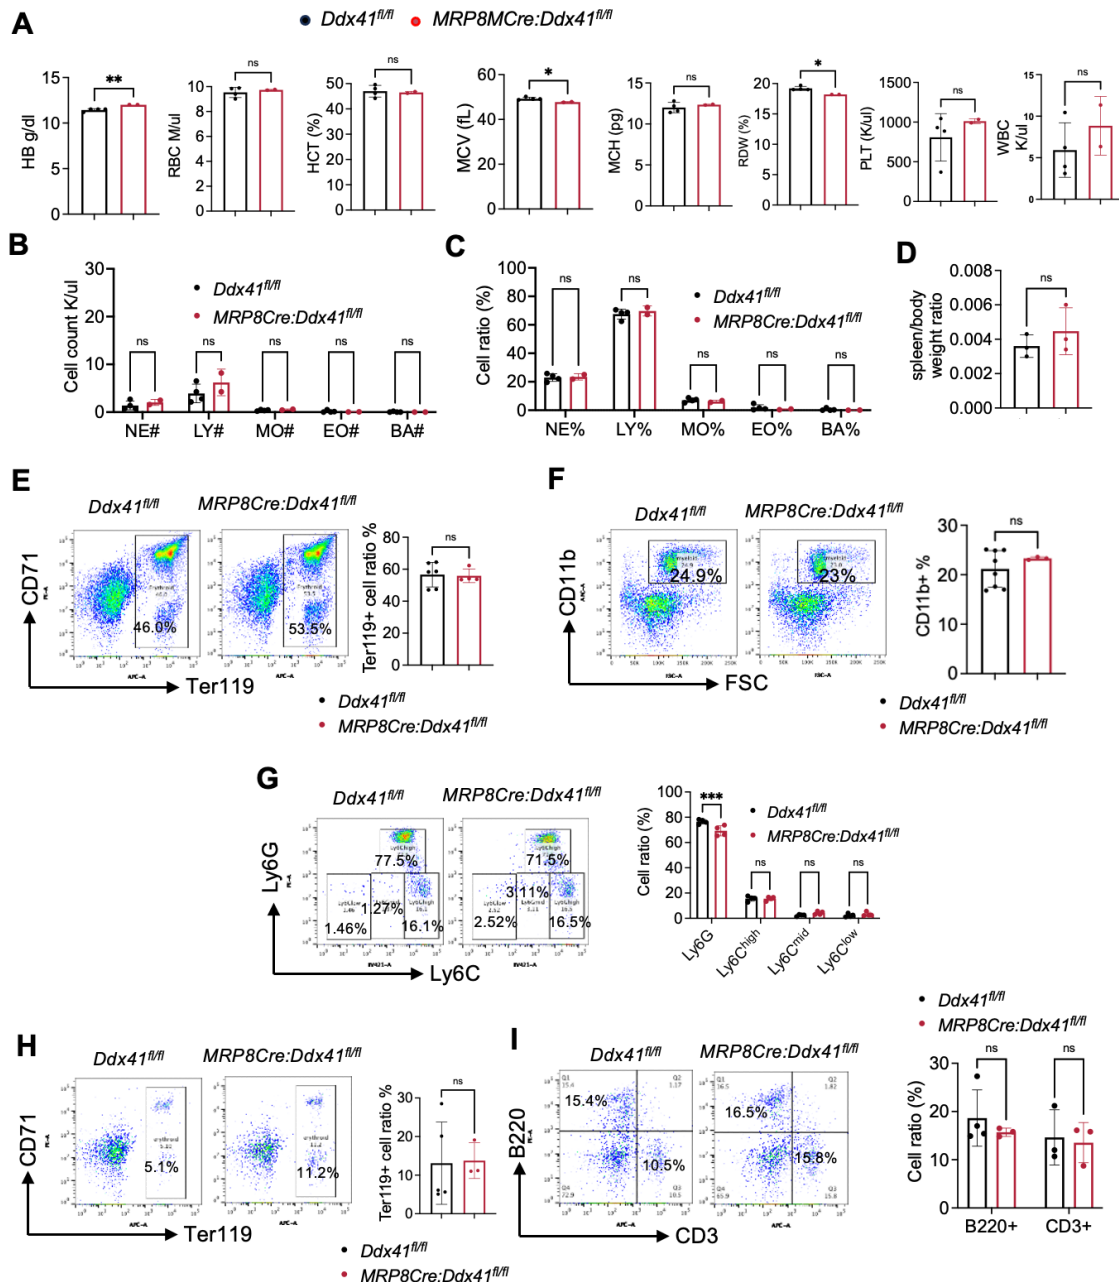

**Supplementary Figure 5. *Ddx41* is dispensable for myeloid cell differentiation.** (A) Complete blood count of indicated mice at 2 months old. (B-C) Leukocyte absolute number (B) and percentage (C) of mice from A. (D) Spleen/body weight ratio of indicated mice in A. (E-I) Flow cytometry assays of bone marrow erythroid (E), bone marrow myeloid (F), bone marrow myelomonocytic (G), spleen erythroid (H), and spleen lymphoid (I) populations from mice in A. Quantifications are on the right. Each panel represents data obtained from a minimum of three independent samples. P-values were determined with 2 tailed t tests. ns: non-significant, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

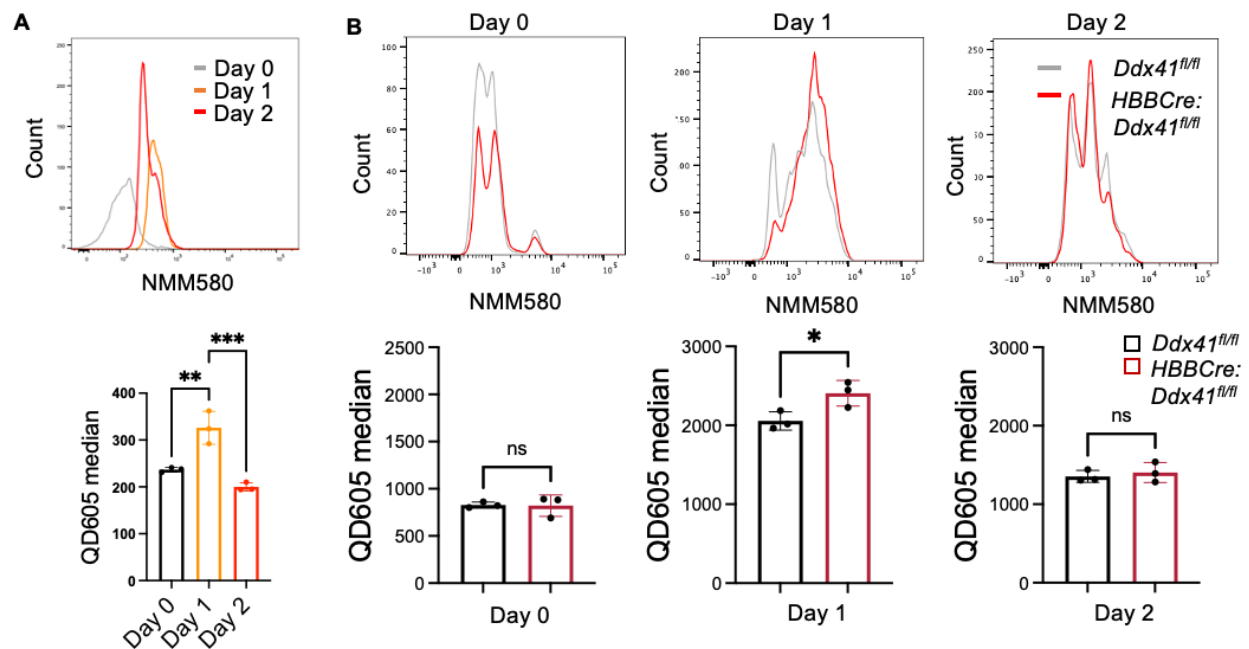

**Supplementary Figure 6. G-quadruplex level changes during erythropoiesis.** (A) Bone marrow lineage-negative cells were cultured in Epo medium for 2 days. G4 levels were tested on different days using flow cytometry by NMM580 (Frontier Scientific, Cas 142234-85-3). Quantification is shown below. (B) Bone marrow lineage negative cells from the indicated mice were cultured in Epo medium for 2 days. G4 levels on different days were measured by flow cytometry using NMM580. Quantification is shown below each histogram. The comparison among multiple groups was evaluated with 1-way ANOVA tests. The comparison between two groups was evaluated with 2 tailed t test. ns: non-significant. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

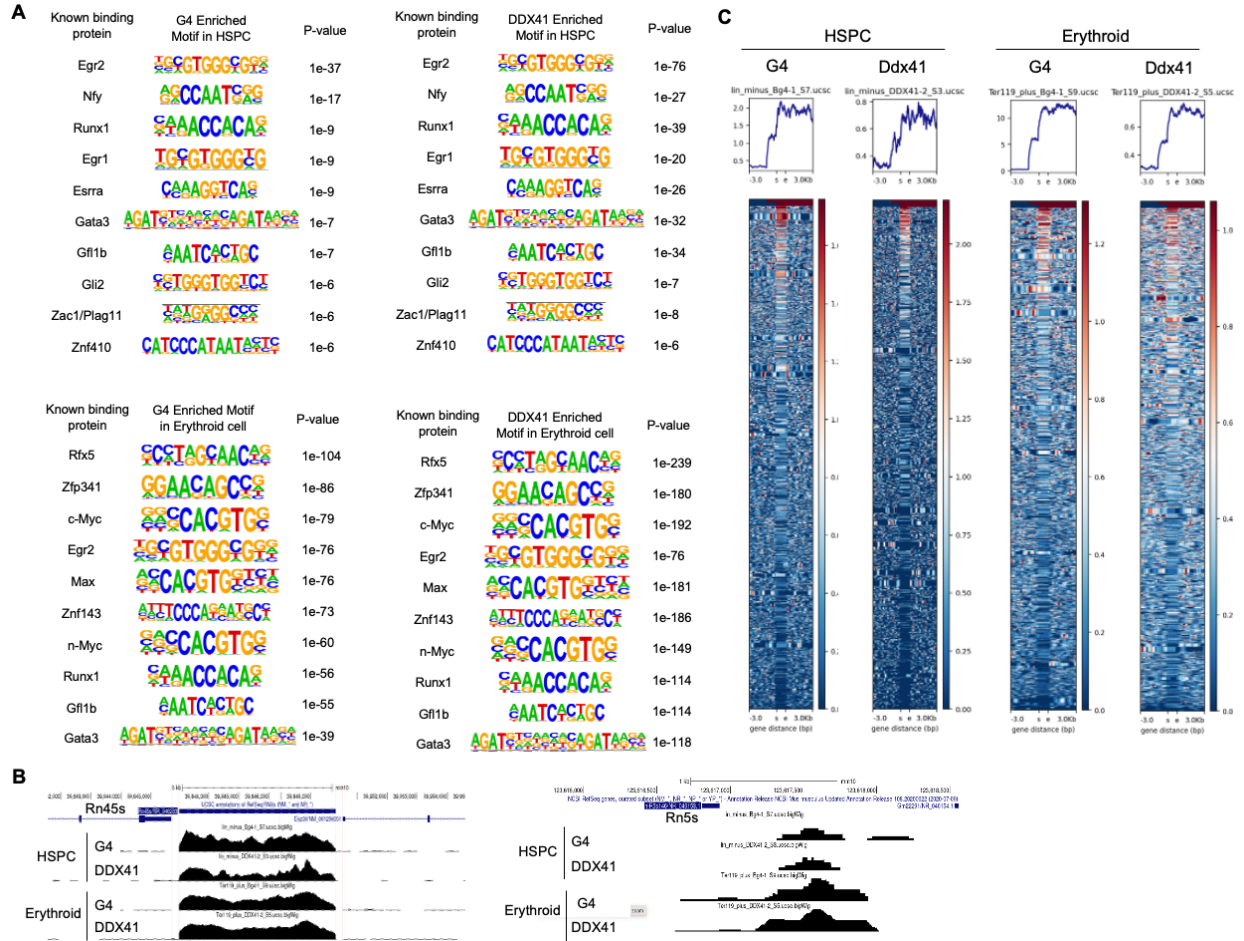

**Supplementary Figure 7. Ddx41 co-distributes with G4 at the erythroid genome level.** (A) Motif enrichment analysis of co-distributed G4 and Ddx41 sites in mouse HSPC and erythroid cells. Motif enrichment analysis was conducted using the Homer Motif analysis tool, with no GC weight applied. (B-C) Enrichment of G4 and Ddx41 binding sites in rDNAs in HSPC and erythroid cells. Panel B displays exemplary data with G4 and Ddx41 binding peaks enriched in Rn45s and Rn5s genes. Panel C presents a heat map illustrating the localization of G4 and Ddx41 within rDNAs. The rDNA sequences were retrieved from the UCSC genome browser using the selection criteria of matching gene type '\*rRNA' from the mm10 (VM25) assembly.

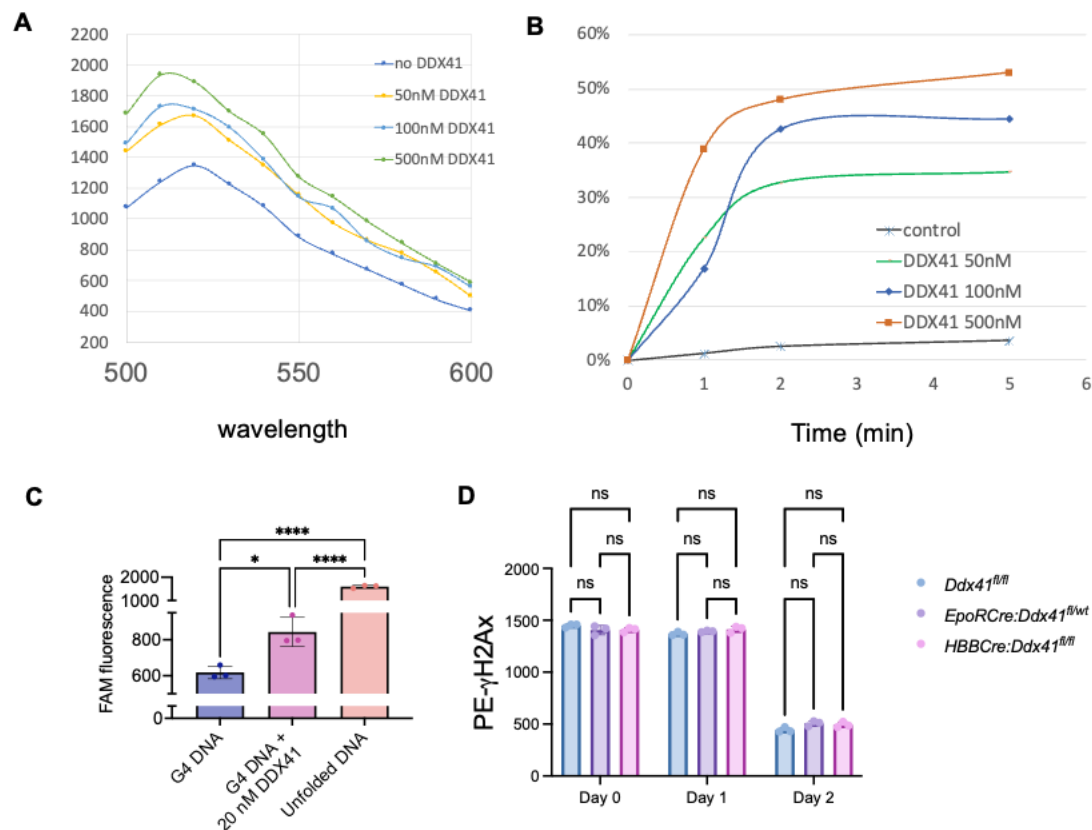

**Supplementary Figure 8. DDX41 dose-dependently dissolves G4.** (A) Dose-dependent increase of FAM signal with increased concentration of recombinant human DDX41 protein. (B) Time course of DDX41-mediated G4 dissolving activity. (C) Statistical analysis of FAM signals with 20 nM DDX41 compared to the G4 DNA only group and the unfolded DNA group. (D) Lineage-negative cells from the bone marrow of the indicated mice were purified and cultured in Epo medium for 2 days. The levels of  $\gamma$ -H2AX were measured and quantified using flow cytometry. The comparison among multiple groups was evaluated with 1-way ANOVA tests. \* $p < 0.05$ , \*\*\*\* $p < 0.0001$ , ns: non-significant.

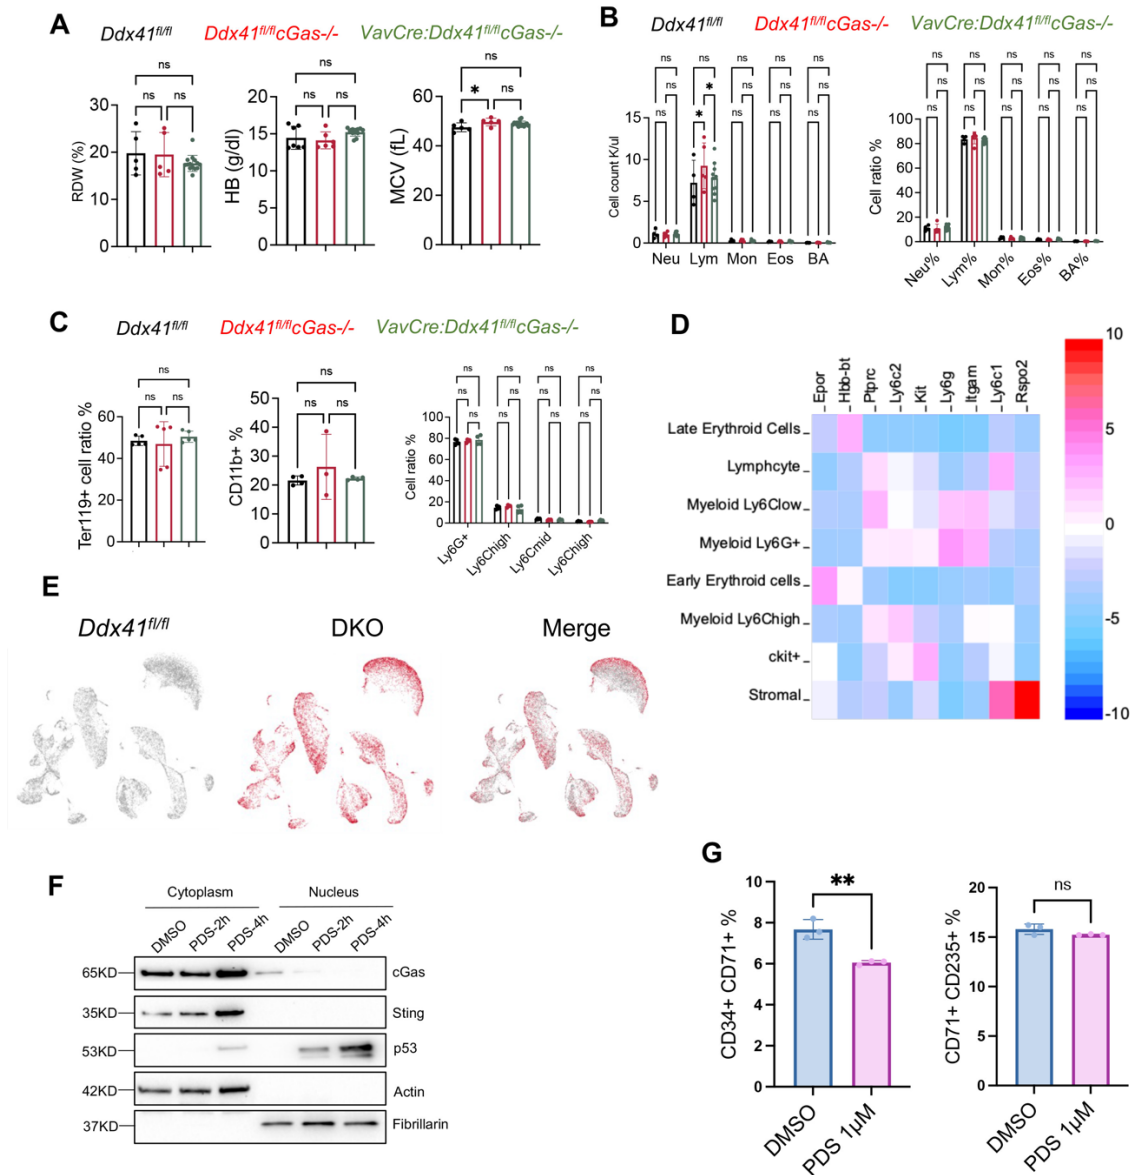

**Supplementary Figure 9. cGas deficiency rescues the embryonic lethality of hematopoietic specific *Ddx41* knockout mice.** (A) Red cell indices of the indicated mice at 2 months old. (B) Leukocyte absolute number (left) and percentage (right) of mice from A. (C) Quantification of flow cytometry assays of bone marrow erythroid (left), myeloid (middle), and myelomonocytic (right) from mice in A. (D) Specific marker genes in the identified cell clusters in the scRNA sequencing data. (E) Uniform Manifold Approximation and Projection (UMAP) plots showing the distribution and overlapping of different cell populations in the bone marrow of indicated mice from A. (F) Western blotting assays of indicated proteins in the cytoplasmic and nuclear fractions of bone marrow erythroid cells treated with DMSO or PDS (1  $\mu$ M) for the indicated amount of time. Lineage-negative cells from the bone marrow of wild-type mice were cultured in Epo medium for 1 day, followed by the treatment. (G) Human bone marrow organoids were treated with PDS for 24 hours followed by flow cytometry assays of the indicated cell types. All the error bars represent the SEM of the mean. The comparison among multiple groups was evaluated with 1-way ANOVA tests. The comparison between two groups was evaluated with 2 tailed t test. ns: non-significant. \* $p < 0.05$ , \*\* $p < 0.01$ .

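The 9 genes Epor, Hbb-bt, Ptprc, Ly6c2, Kit, Ly6g, Itgam, Ly6c1 and Rspo2 were summed in each named class as CPM. Of these, Epor, Hbb-bt, Ly6c2, Kit, Ly6g and Rspo2 were among the markers that named the clusters, so their place is partly built in, whereas Ptprc, Itgam and Ly6c1 were not used. Hbb-bt, a beta-globin gene, reached 132966 CPM in control and 120194 CPM in DKO late erythroid-like cells. Hbb-bt was counted in every other class too, with the lowest control level, 2166 CPM, in cKit+ progenitor-like cells (2216 CPM in the DKO library), and free RNA in the droplets was not subtracted. Epor, the erythropoietin receptor, had 105 CPM (interval 99.5 to 109.9) in control and 113 CPM (interval 109 to 118) in DKO early erythroid-like cells, against 4.99 and 3.35 CPM in late erythroid-like cells. Ptprc, which encodes the leukocyte antigen CD45, ranged from 1308 CPM in control T or NK cell-like cells to 8.71 CPM in control late erythroid-like cells. Itgam, which encodes CD11b, was highest in neutrophil-like cells, with 721 CPM in the control and 817 CPM in the DKO library. Ly6g was highest in neutrophil-like cells too, at 455 and 401 CPM. Ly6c2 reached 1836 CPM in control monocyte-like cells and 1763 CPM in control plasma cell-like cells, and in the DKO library it was higher in plasma cell-like (3242 CPM) than in monocyte-like cells (1492 CPM). Kit was highest in basophil or mast-like cells, with 159 CPM in the control and 167 CPM in the DKO library, followed by cKit+ progenitor-like cells with 49.9 and 79.7 CPM. Rspo2 was seen with 131 control and 141 DKO UMIs in stromal-like cells and with at most 2 UMIs per library in late erythroid-like cells. Ly6c1 was scarce in all classes, with its highest control level, 18.8 CPM, resting on 21 UMIs in stromal-like cells.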

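Cells of both libraries were present in each of the 28 clusters. The DKO share of a cluster's cells ran from 22.2% to 53.5%, where 42.3% of all cells came from the DKO library, and no integration between libraries was applied. Late erythroid-like cells formed 5 clusters. The largest of them held 2830 control and 2500 DKO cells, with 91.2% of its UMIs from hemoglobin genes and Hba-a2, Bpgm and Hba-a1 as leading genes, and made up 49.4% (interval 48.1% to 50.7%) of the control and 56.3% (interval 54.8% to 57.7%) of the DKO late erythroid-like cells. A cluster with 73.3% hemoglobin UMIs and Xpo7, Tmcc2 and Slfn14 as leading genes, 955 control and 754 DKO cells, made up 16.7% (interval 15.7% to 17.7%) of the control and 17.0% (interval 15.9% to 18.1%) of the DKO late erythroid-like cells. The smallest cluster, with 84.1% hemoglobin UMIs, 242 control and 92 DKO cells, made up 4.22% (interval 3.72% to 4.78%) and 2.07% (interval 1.67% to 2.53%). Isg15 was among the leading genes of 2 further clusters, whose sizes are therefore not compared between libraries. Within the 5 clusters taken one by one, the ribosomal protein list had a median log2 ratio between -1.20 and -0.74. The median of the interferon-stimulated list lay between -1.15 and -0.53, that of the cell death regulator list between -0.85 and -0.077, and that of the erythrocyte homeostasis list between -0.16 and 0.18, below 0 in 2 clusters, the largest and the smallest. The median of all genes in these clusters lay between -0.78 and -0.18. The late erythroid-like cells had a median of 5378.5 UMIs in the control library and 8090.5 in the DKO library, with 85.1% and 87.8% of UMIs from hemoglobin genes.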

**Supplementary Table 1**

| Lineage-specific Cre system | Expression lineage                                      | Earliest knockout stage                               | Viable homozygous mutant? | Homozygous fetuses acquired or not? |
|-----------------------------|---------------------------------------------------------|-------------------------------------------------------|---------------------------|-------------------------------------|
| <b><i>Vav-Cre</i></b>       | HSCs and HSPCs                                          | HSCs (~E13.5)                                         | No                        | Yes                                 |
| <b><i>EpoR-Cre</i></b>      | Erythrocytes                                            | Primitive erythroblasts, early terminal erythroblasts | No                        | Yes                                 |
| <b><i>HBB-Cre</i></b>       | Erythrocytes                                            | Late terminal erythroblasts                           | Yes                       | Yes                                 |
| <b><i>CD11c-Cre</i></b>     | Dendritic cells (DCs)                                   | Pre-cDCs, pre-pDCs                                    | Yes                       | Yes                                 |
| <b><i>MRP8-Cre</i></b>      | Granulocytes, granulocyte/macrophage progenitors (GMPs) | Myelocyte stage                                       | Yes                       | Yes                                 |
| <b><i>LysM-Cre</i></b>      | Monocytes, mature macrophages, and granulocytes         | Immature monocytes                                    | Yes                       | Yes                                 |

# Supplementary material for: DDX41 resolves G-quadruplexes to maintain erythroid genome integrity and prevent cGAS-mediated cell death
**Source:** Nat Commun. 2025 Aug 5;16:7195. doi: 10.1038/s41467-025-62307-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of genes with altered expression in late erythroid cells in wild type and DKO mice.

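Supplementary Data 1 lists 337 genes with the paper's log2 fold changes, and its sheet is labelled erythroid cells. The same genes were counted in late erythroid-like cells of the 2 libraries, 30665325 control and 36420263 DKO UMIs. The sign was the same for 276 of the 337 genes (81.9%), for all 188 genes with a lower value in the paper and for 88 of the 149 genes with a higher one, and the Pearson correlation across genes, which are not independent replicates, was 0.614. The sign counts depend on the scaling: the median of all 675 expressed genes was -0.21 with total UMIs and 0.085 without hemoglobin genes. They also depend on which cells are counted. For 9 other definitions of the erythroid cells, compared after the paper's values had been seen, 85.5% to 95.8% of the genes had the same sign. Of the genes with the lowest p-values in the table, 10 were examined one by one, with positions in GRCm38. Hist1h2ap, an intronless histone gene on chromosome 13 from 21833026 to 21833507, had 650 control and 73 DKO UMIs, a log2 ratio of -3.39 (interval -3.77 to -3.05), but free RNA in the droplets could bring up to 85.4% of its control UMIs. Of its 3' end, 93.1% occurs word for word in transcripts of other genes. Isg15, an interferon-stimulated gene on chromosome 4 from 156199424 to 156200818, had 22166 UMIs (723 CPM) in the control and 9542 UMIs (262 CPM) in the DKO library, a log2 ratio of -1.46 (interval -1.50 to -1.43). The ubiquitin gene Ubb, on chromosome 11 from 62551171 to 62553213, was the most abundant of the 10, with 114239 control and 52929 DKO UMIs and a log2 ratio of -1.36 (interval -1.37 to -1.34), and 76.7% of its 3' end is shared with other transcripts. Tmsb4x, on chromosome X, had a log2 ratio of -1.63 (interval -1.68 to -1.58), and free RNA could bring up to 77.8% of its control UMIs. The neutrophil genes Ngp and Camp had log2 ratios of -1.03 and -1.25. The amount of free RNA was set so that it brings all control UMIs of the median neutrophil-list gene in these cells. All free RNA percentages are therefore upper bounds under that assumption. For Ngp and Camp a share near 100% is built in and shows nothing by itself. For the immunoglobulin genes on chromosome 12, Igha had 211 control and 204 DKO UMIs (log2 ratio -0.30, interval -0.58 to -0.012), where 82 of the DKO UMIs came from a single cell and the ratio was -3.23 with at most 10% mitochondrial UMIs. Ighg2c had 62 and 237 UMIs (1.67, interval 1.28 to 2.11). Iglc1, on chromosome 16, had 197 and 36 UMIs (-2.67, interval -3.26 to -2.18). Free RNA could bring all control UMIs of Igha and Iglc1 and up to 44.4% of those of Ighg2c. Slpi, on chromosome 2, had 279 and 299 UMIs, and its log2 ratio of -0.15 was not distinguishable from 0 at this depth (interval -0.39 to 0.092), with up to 73.2% of its control UMIs from free RNA. Keeping cells with at least 50% hemoglobin UMIs in place of the late erythroid-like clusters reversed Ngp, to 0.079 (interval 0.011 to 0.146). Camp came to 0.0027 under that choice, which was not distinguishable from 0 (interval -0.052 to 0.057). Among genes with at least 100 CPM in a library, the largest increases were those of Cpeb4 (0.70), Tent5c (0.64), Slc16a10 (0.63), March3 (0.61) and Pabpc1 (0.56). Among the largest decreases were those of Ifi27 (-2.15, from 4154 to 1113 UMIs) and Tmsb4x.

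**Figure D3:**
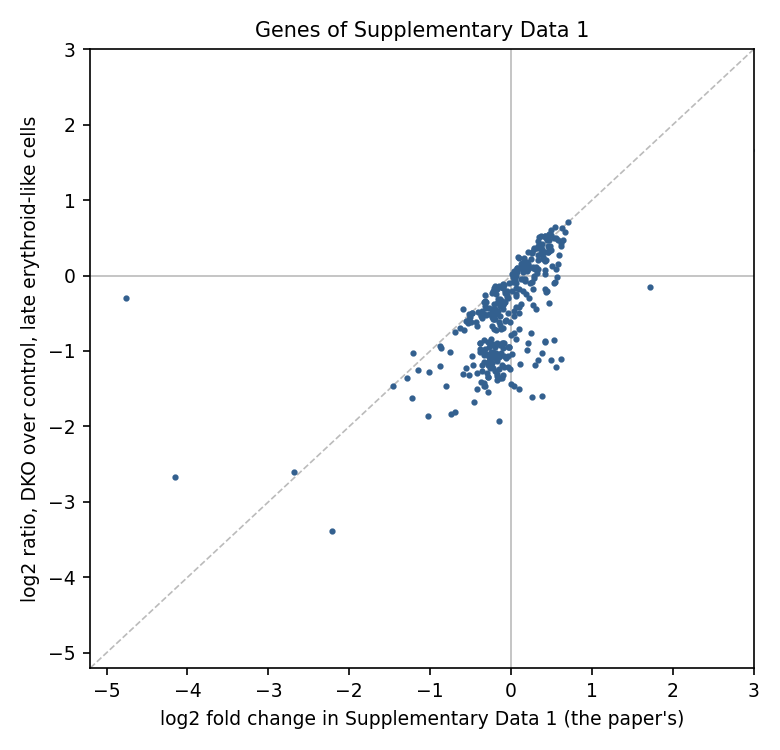
Log2 ratio of each of the 337 genes in late erythroid-like cells (y axis, DKO over control) against the paper's log2 fold change in Supplementary Data 1 (x axis, 1 gene, Ighg2c, lies beyond its right end). The dashed line marks equal values, and 276 of the 337 genes have the same sign on both axes.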

# Supplementary material for: DDX41 resolves G-quadruplexes to maintain erythroid genome integrity and prevent cGAS-mediated cell death
**Source:** Nat Commun. 2025 Aug 5;16:7195. doi: 10.1038/s41467-025-62307-7
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection All data were generated by the authors.

Data analysis scRNA-seq data was analyzed using Cellranger and visualized by cloupe browser. Cut&run data were analyzed using bedtools.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data are available from the Gene Expression Omnibus database under accession code GSE254144 and GSE254143

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                  |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Human participants or human data are not involved. All human samples were de-identified and exempt from human subject research by NIH guideline. |
| Reporting on race, ethnicity, or other socially relevant groupings | NA                                                                                                                                               |
| Population characteristics                                         | NA                                                                                                                                               |
| Recruitment                                                        | NA                                                                                                                                               |
| Ethics oversight                                                   | NA                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes corresponding to all data are reported in the manuscript. No formal statistical power calculations were performed to predetermine sample sizes. Instead, sample sizes for all in vivo and in vitro experiments were based on prior studies using similar models and experimental designs in the field, as well as our own previously published work. For mouse experiments, we typically used 3–6 animals per group, which has proven sufficient to detect biologically meaningful differences in erythropoiesis and hematopoietic phenotypes. For cell-based assays, experiments were performed in biological triplicates and repeated independently to ensure reproducibility. These sample sizes are consistent with established standards in hematology and molecular biology research and were sufficient to achieve statistical significance where appropriate, as indicated in the figure legends. All statistical analyses were conducted post hoc using appropriate tests, as detailed in the Methods section. For all experiments, allocation of samples or animals into experimental groups was not randomized. Experimental grouping was based on defined genotypes, treatments, or time points relevant to the biological questions being addressed. |
| Data exclusions | No exclusion                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All experiments were confirmed to be replicatable. Each experiment was repeated at least 3 times.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | Mice were randomly selected for experiment. Littermates from the same parents but with different genotypes were used as controls.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Researchers were intentionally blinded from group names (experimental or control) during statistical analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

The following antibodies (vendor, catalog number) were used for Western blotting assays: DDX41 (CST, #15076), BG4 (Absolute Antibody, Ab00174), p53 (CST, #9282), cGAS (E5V3W) (CST, #79978), Phospho-Histone H2A.X (Ser139) (D7T2V) (CST, #80312), NF-κB Pathway Antibody Sampler Kit (CST #9936), RPL26 (Proteintech, #17619-1-AP), RPL7A (Proteintech, 15340-1-AP), RPS27A (Proteintech, #14946-1-AP), RPS3 (Proteintech, #11990-1-AP), RPS6 (Proteintech, #14823-1-AP), RPS19 (Proteintech, #15085-1-AP), RPS14 (Proteintech, 16683-1-AP), Ribosomal Protein S3 (D50G7) (CST, #9538S), S6 Ribosomal Protein (5G10) (CST, #2217), RPL10 (Proteintech, #72912), RPL11 (D1P5N) (Proteintech, #18163), RPL5 (Proteintech, #14568), HRP-conjugated beta actin monoclonal antibody (Proteintech, #HRP-66009), anti-rabbit IgG, HRP-linked antibody (CST, #7074), and anti-mouse IgG, HRP-linked antibody (CST, #7076). For flow cytometry assays, the following antibodies were used: APC rat anti-mouse TER119 (BD, #561033), FITC anti-mouse CD71 (Biolegend #113805), PE rat anti-mouse CD71 (BD, #567206), PE anti-mouse IgG1 (Biolegend, #406607), PE rat anti-mouse CD45R/B220 (BD, #553089), APC rat anti-mouse CD3 (BD, #565643), Phospho-histone H2A.X (Ser139) (CR55T33), PE F(ab')<sub>2</sub> fragment (Alexa Fluor® 488 conjugate) (CST, #4412), anti-mouse IgG (H+L), F(ab')<sub>2</sub> fragment (Alexa Fluor® 647 conjugate) (CST, #4410), Phospho-Histone H2A.X (Ser139) monoclonal antibody (Invitrogen, 12-9865-43), anti-rabbit IgG F(ab')<sub>2</sub> fragment (Alexa Fluor® 488 Conjugate) (CST, #4412), anti-mouse IgG (H+L) F(ab')<sub>2</sub> fragment (Alexa Fluor® 647 Conjugate) (CST, #4410), FITC rat anti-mouse CD44 (BD, #561859), APC rat anti-CD11b (BD, #553312), BV421 rat anti-mouse Ly-6C (BD, #562727), PE rat anti-mouse Ly-6G (BD, #561104), FITC rat anti-mouse Ly-6A/E (BD, #557405), and APC rat anti-mouse CD117 (BD, #553356).

## Validation

Each antibody was validated by the manufacturer. Validation data and protocols are available on the manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

HEK293T cells: ATCC (CRL-1573)

## Authentication

The cell line was authenticated by short tandem repeat (STR) profiling by ATCC. No additional authentication was performed in-house.

## Mycoplasma contamination

Negative

Commonly misidentified lines  
(See [ICLAC](#) register)

HEK293T is not listed as a misidentified cell line in the ICLAC (International Cell Line Authentication Committee) register. However, due to extensive subcloning (e.g., 293FT), care was taken to use the parental HEK293T line as verified by the supplier.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

mouse

## Wild animals

NA

## Reporting on sex

All findings apply to both male and female animals.

## Field-collected samples

NA

## Ethics oversight

All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at Northwestern University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |    |
|-----------------------|----|
| Seed stocks           | NA |
| Novel plant genotypes | NA |
| Authentication        | NA |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <p>For mouse bone marrow flow cytometry, mice were euthanized following ethical guidelines approved by the IACUC at Northwestern University. Femur bones were dissected to extract bone marrow cells via PBS flushing. Spleens were weighed and subsequently homogenized. These isolated single cells were labeled with antibodies for subsequent flow cytometric analysis</p> <p>The quantification of G-quadruplexes was performed using the BG4 antibody with mouse IgG1 Isotype. Cells were fixed in 0.25% Glutaraldehyde/PBS for 1 hour, followed by permeabilization with 0.1% Triton-X/PBS. To remove the RNAs, cells were incubated in 0.05% Triton-X/PBS with 3% bovine serum albumin (BSA) and 10 µg/ml RNaseA for 30 minutes. Subsequently, they were incubated in PBS containing 0.05% Triton-X, 3% BSA, and 10 µg/ml BG4 antibody for at least 30 minutes. After washing, cells were resuspended in PBS with PE-conjugated anti-mouse IgG1 antibody for 10 minutes. Finally, the cells were washed and resuspended in PBS for flow cytometry analyses.</p> |
| Instrument                | BD LSR Fortessa 1 Analyzer, BD FACSymphony A5-Laser Analyzer                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Software                  | FLOWJO                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | 10,000 - 50,000                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Gating strategy           | All cells were first gated by FSC/SSC to exclude debris, followed by FSC-A/FSC-H to include only single cells. For fresh bone marrow samples, PI staining were used to exclude dead cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

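Single-cell RNA was measured in the bone marrow of 1 control mouse (Ddx41fl/fl without VavCre, wild-type cGas) and 1 DKO mouse (VavCre:Ddx41fl/fl cGas-/-), both 2 months old, with 1 library each. The authors processed the reads with Cell Ranger, version 7.1.0 by the file headers. The deposited matrices hold raw UMI counts for 32285 genes, with all barcodes for the control library and called cells only for the DKO library. The genome build is not stated, and 32235 of the gene identifiers occur in GENCODE M21 (GRCm38), which gave gene positions, lengths and transcript sequences.

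Control cells were called with an order-of-magnitude threshold (99th percentile of the top 3000 barcodes divided by 10) plus a Monte Carlo multinomial test of barcodes from 500 UMIs up to it against the profile of barcodes with at most 100 UMIs (10000 iterations, false discovery rate 0.01). Cells with over 20% mitochondrial UMIs were left out. Doublets were scored with Scrublet. The automatic threshold of the control library (0.628) marked 0 cells, and the DKO threshold (0.226) was then used in both libraries, a choice made after the scores were seen.

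Clustering used counts scaled to 10000 per cell, 2000 variable genes, 30 principal components, 15 neighbors and Leiden resolution 1.0, without integration between libraries. A cluster took the class with the highest mean log2 fold of its markers, with 5 CPM added. It stayed unnamed with fewer than 3 markers raised 1.5-fold (at least 20 CPM and 5% of cells), with more markers of another class than of its own among its 10 leading genes, or with median UMIs under 0.333 of its library's and no marker of its own among those genes. This rule replaced an earlier one, which had left late erythroid clusters unnamed, after that was seen. Classes with at least 50 cells in both libraries were compared, which were all 13 named ones, a set widened after values had been seen.

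Counts were summed per class and library, scaled to CPM, and compared as the log2 ratio of DKO over control with 1 count added, with the exact conditional binomial 95% interval. Poisson and Clopper-Pearson intervals were used for levels and shares. Where late erythroid-like cells were matched on the hemoglobin share of UMIs, that share was taken among UMIs outside ribosomal protein genes. The intervals cover counting error only, and with 1 library per genotype no test between genotypes was made. A list's median over genes of at least 20 CPM was set against 10000 random lists matched on expression in 10 bins. The 9 gene lists were written by hand, since no Gene Ontology annotation was at hand. The spread of a class was the 90th percentile of the absolute log2 ratio. The free RNA bounds took the gene profile of the control library's empty droplets. Its amount was set so that it brings all control UMIs of the median neutrophil-list gene in late erythroid-like cells. Named genes were chosen by a rule set before the data were examined: the targets, the genes of Supplementary Fig. 9D and Fig. 6H, Cdkn1a, the 11 genes with the lowest p-values in Supplementary Data 1, and the 5 largest decreases and increases among genes of at least 100 CPM in a library. For 2 genes under this rule no value of their own is reported, a choice made after the data were seen and not because of their values, while list medians and counts over all genes include them. Members of the cell death regulator and erythrocyte homeostasis lists that are named outside this rule were chosen after their values were seen.

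Depth was 119239857 UMIs in 18726 control cells and 114664975 UMIs in 13719 DKO cells. Late erythroid-like cells had 30665325 control and 36420263 DKO UMIs. On simulated late erythroid-like libraries, the direction of 2-fold changes was recovered in 100% of genes and 95.3% of the intervals covered the true value, and the figures were 100% and 95.4% for B cell-like cells.

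Of the alternatives tried, 13 were set before the data were examined and 4 were added after the data had been seen. In addition, 10 definitions of the erythroid cells were compared with Supplementary Data 1 after its values had been seen, and the late erythroid-like clusters were kept as the main definition. The rule for genes changed in every class was also changed after values had been seen. The Western blots of Fig. 6 and the other experiments of the paper are not covered by these files and were left out. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9 and scikit-learn 1.9.0.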

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

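The tests of gene copies for Hist1h2ap and the interferon-stimulated list, of intronic reads and of free RNA for the ribosomal protein list were written before their results were seen, and the other tests in this part were chosen only after the result was seen. Each genotype had 1 library, so an effect of genotype and a difference between the libraries cannot be separated for any pattern here.

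Hist1h2ap, which Supplementary Data 1 lists for erythroid cells, was also lower in the other cell classes, with a median log2 ratio over the 12 classes other than late erythroid-like of -2.39. Its interval lay below 0 in 12 of these 12 classes, which argues against a change specific to late erythroid cells. Reads shared with near-identical gene copies remain open: genes with copies lay lower than genes without by -0.20 in the median non-erythroid class when matched on expression, and by -0.013 when also matched on length, a check chosen after the first value was seen. Free RNA can bring up to 85.4% of its control UMIs in late erythroid-like cells, and its part cannot be told apart from the cells' own RNA. An effect of genotype in all blood cells also remains open and was not tested.

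The interferon-stimulated list was lower in classes other than late erythroid-like cells as well, with a median of -0.54 over the 12 other classes. In late erythroid-like cells its median was -0.79, and -0.36 when these cells were matched on the hemoglobin share of UMIs, so its size there depends on which cells are compared. It lay below 99% of the matched random lists in 10 of them, which argues against a change of late erythroid-like cells only. In dendritic-like cells, which had the highest control level of the list, its median was -0.33, which argues against free RNA from other cells as the whole cause. Over genes without copies, the median over the 13 classes was -0.69, and with each class's own length trend taken out the list lay below 99% of random lists in 11 of the 13 classes, so neither shared reads nor gene length is the whole cause. A lower interferon signal in the DKO mouse, cGas-/- by its genotype, may explain the pattern. Cgas RNA was lower but not absent in the DKO library, with 7.24 CPM over all cells against 13.5 CPM in the control library. The explanation stays a hypothesis with 1 library per genotype, and a difference between the mice or libraries was not excluded.

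Longer genes had higher log2 ratios in the other cell classes too: Spearman's rho between log2 ratio and gene length, across genes, which are not independent replicates, had a median of 0.525 over the 12 other classes, and it was 0.652 in late erythroid-like cells. The lowest value among the non-erythroid classes was -0.045, in plasma cell-like cells. In a split made after the trend had been seen, rho over genes without introns was 0.28 in late erythroid-like cells (33 genes, against 0.68 over genes with introns), 0.13 in early erythroid-like cells (117 genes, against 0.51), 0.37 in neutrophil-like cells (94 genes, against 0.55) and 0.42 in megakaryocyte-like cells (105 genes, against -0.046). Of the 13 named classes, megakaryocyte-like cells were the only one where rho was higher over genes without introns than over genes with them. Intronic reads counted differently in the 2 libraries cannot be told apart from other causes in late erythroid-like cells. The genes without introns there are few, and the matrices do not separate exonic from intronic reads.

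The ribosomal protein list had a median of -1.07 in late erythroid-like cells. Its median lay above 0 in 3 of the 12 other classes and below 0 in 9, and this difference between classes was not tested. In 7 of the 12 its median lay below 99% of the matched random lists, so the list was not lower in late erythroid-like cells only. Its lowest median in the non-erythroid classes was -0.32, which argues against a change of the whole library as the whole cause. In late erythroid-like cells matched on the hemoglobin share of UMIs outside ribosomal protein genes, the median was -0.81. This argues against a later maturation stage as far as that share measures it. Relative to all genes and with the length trend of the non-erythroid classes taken out, it lay at -0.66, or 75.8% of the value before, so that trend is not the whole cause. Free RNA can bring up to 39.7% of the control UMIs of these genes in late erythroid-like cells. With none of it in the DKO library the log2 ratio of their summed UMIs would be -0.73, and -0.37 if it had fallen as the neutrophil genes did, against the -0.99 seen. These bounds assume the profile of the control library's empty droplets. They also assume that free RNA brings all neutrophil-list UMIs of a typical gene in these cells. The part of free RNA can therefore not be told apart from the cells' own RNA. The median was -0.18 when early erythroid-like cells were added to the late ones, so the size of the pattern depends on which cells are counted as late.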

How the results depend on the processing

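Of the 17 alternatives, 13 were set before the data were examined, and 4 were chosen only after the data had been seen: the doublets at the loading rate, both length trends, and early and late erythroid-like cells together. No paired analysis was possible because each genotype had 1 library. Every alternative changed 1 choice and kept the rest, and a value with no test counted as moved when it left its own 95% interval for counting error.

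The log2 ratios of Ddx41 and Cgas over all cells stayed within their intervals under every alternative that gives them, with Ddx41 between -1.44 and -1.33 and Cgas between -0.96 and -0.90. Under every alternative that gives a spread, that of late erythroid-like cells stayed at or above 0.93. That of the highest large non-erythroid class stayed at or below 0.62. No spread was computed for late erythroid cells taken by hemoglobin share or for early and late erythroid-like cells together. How the spread depends on these definitions was therefore not tested. With each cell scaled to its own total, none was computed either. Outside the alternatives, the late erythroid-like spread was lower: 0.89 when matched on hemoglobin share and 0.87 without ribosomal protein genes. The medians of the ribosomal protein and interferon-stimulated lists stayed below 0, and that of the erythrocyte homeostasis list above 0, under every alternative that gives them, although the latter was below 0 in 2 of the 5 late erythroid-like clusters taken one by one (-0.12 and -0.16). The histone, neutrophil and cell death regulator medians changed sign under at least 1 alternative.

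When only barcodes above the order-of-magnitude threshold were kept, the late erythroid-like share was 34.9% (control) and 46.2% (DKO), the spread was 1.13 in late erythroid-like cells and 0.62 in the highest large non-erythroid class, and the list medians were -1.07 (neutrophil) and -0.32 (cell death regulator). Taking every barcode of at least 500 UMIs as a cell, the spread was 1.11 in late erythroid-like cells, and the list medians were -1.39 (neutrophil) and 0.20 (erythrocyte homeostasis). At a floor of 1000 UMIs per cell, the late erythroid-like share was 32.1% (control), the spread was 1.23 in late erythroid-like cells and 0.59 in the highest large non-erythroid class, and the list medians were -1.13 (ribosomal protein), -0.85 (histone), -1.44 (neutrophil), -0.33 (cell death regulator) and 0.10 (erythrocyte homeostasis). Allowing at most 10% mitochondrial UMIs, the late erythroid-like share was 29.5% (control), the spread was 1.08 in late erythroid-like cells and 0.59 in the highest large non-erythroid class, and the list medians were -1.03 (ribosomal protein), -0.71 (histone) and 0.19 (erythrocyte homeostasis). With doublets kept, the late erythroid-like share was 28.3% (control) and 30.3% (DKO), the spread was 0.53 in the highest large non-erythroid class, and the list medians were -1.11 (ribosomal protein), -0.89 (histone), -1.41 (neutrophil), -0.32 (cell death regulator) and 0.11 (erythrocyte homeostasis). At Leiden resolution 0.5, the spread was 1.06 in late erythroid-like cells, and the list median was -1.03 (ribosomal protein). Leaving hemoglobin genes out of the clustering, the late erythroid-like share was 31.3% (control), the spread was 1.07 in late erythroid-like cells, and the list medians were -1.01 (ribosomal protein) and -0.57 (histone). Leaving out the top-scoring doublets at the loading rate, chosen after the data had been seen, the late erythroid-like share was 34.4% (control) and 35.7% (DKO), the spread was 1.08 in late erythroid-like cells and 0.59 in the highest large non-erythroid class, and the list medians were -1.03 (ribosomal protein), -0.58 (histone) and -1.41 (neutrophil). Taking cells with at least 50% hemoglobin UMIs as late erythroid, the late erythroid-like share was 34.0% (control) and 37.4% (DKO), the list medians were -0.59 (ribosomal protein) and 0.49 (erythrocyte homeostasis), and the sign reversed to 0.29 (histone), 0.052 (neutrophil), 0.11 (cell death regulator), 0.74 (Epor), 0.18 (Ly6g), 0.079 (Ngp) and 0.0027 (Camp).

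Scaling without hemoglobin genes, the spread was 1.14 in late erythroid-like cells, the list medians were -0.78 (ribosomal protein), -0.35 (histone), -0.96 (neutrophil), -0.50 (interferon-stimulated) and 0.55 (erythrocyte homeostasis), and the sign reversed to 0.047 (cell death regulator) and 0.15 (Hbb-bt). Under median-ratio scaling, the spread was 1.00 in late erythroid-like cells and 0.55 in the highest large non-erythroid class, the list medians were -0.87 (ribosomal protein), -0.44 (histone), -1.05 (neutrophil), -0.58 (interferon-stimulated), -0.039 (cell death regulator) and 0.47 (erythrocyte homeostasis), and the sign reversed to 0.063 (Hbb-bt). Over genes of at least 50 CPM, the spread was 1.07 in late erythroid-like cells and 0.59 in the highest large non-erythroid class, and the list medians were -1.05 (ribosomal protein), -0.58 (histone), -0.48 (interferon-stimulated) and -0.34 (cell death regulator). Without thinning, the spread was 0.57 in the highest large non-erythroid class. Taking out the length trend of the non-erythroid classes, chosen after the data had been seen, the spread was 1.03 in late erythroid-like cells and 0.52 in the highest large non-erythroid class, the list medians were -0.87 (ribosomal protein), -0.42 (histone), -0.94 (neutrophil), -0.14 (cell death regulator) and 0.17 (erythrocyte homeostasis), and the sign reversed to 0.21 (Hbb-bt). Taking out the class's own length trend, also chosen after the data had been seen, the spread was 0.93 in late erythroid-like cells and 0.53 in the highest large non-erythroid class, the list medians were -0.64 (ribosomal protein), -0.11 (histone), -0.67 (neutrophil), -0.0079 (cell death regulator) and 0.070 (erythrocyte homeostasis), and the sign reversed to 0.53 (Hbb-bt). With each cell scaled to its own total, the list medians were -0.86 (ribosomal protein), -0.88 (neutrophil) and 0.16 (erythrocyte homeostasis). For early and late erythroid-like cells together, likewise chosen after the data had been seen, the list medians were -0.18 (ribosomal protein), -0.068 (histone), -1.11 (neutrophil), -0.59 (interferon-stimulated), -0.16 (cell death regulator) and 0.33 (erythrocyte homeostasis), and the sign reversed to 0.22 (Epor).

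For named genes in late erythroid-like cells, the alternatives gave 525 values: 340 stayed within the interval of the main value, 176 moved and 9 reversed, in 5 genes (Hbb-bt, Epor, Ly6g, Ngp and Camp). A value counted as reversed by its sign alone, and only where the interval of the main value lay on one side of 0. Slpi, Cgas and Cdkn1a, whose main intervals include 0, also changed sign under at least 1 alternative, Slpi to 0.37 with the loading-rate doublets left out and to 0.15 when scaled without hemoglobin genes. Scaling shifts all ratios alike by construction: the median of the 675 genes was -0.21 with total UMIs, 0.085 without hemoglobin genes and 0 under median-ratio scaling, so relative to all genes the ribosomal protein list lay at -0.87, the erythrocyte homeostasis list at 0.47 and the cell death regulator list at -0.038. For the other values that moved or reversed, the cause was not tested. Depth limits the genes with few UMIs in late erythroid-like cells most: with 25 control and 10 DKO UMIs, the interval of Ddx41 ran from -2.79 to -0.46. The immunoglobulin and p53 target lists had 1 gene each above the expression minimum in these cells and the sex-linked list had 0, so no median is given.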

Differences from the paper's values

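Log2 fold changes of Supplementary Data 1 were set against the log2 ratios in late erythroid-like cells for 21 named genes, on the same scale: for Isg15, Cpeb4 and Slc16a10 the values lay within counting error, and for 18 genes they differed, in sign for 1. Besides the alternatives set before the data were examined, 4 alternatives and 7 further definitions of the erythroid cells reached some of the paper's values; all of these were chosen after seeing the values, and no alternative is chosen because it comes closer to the paper. The further definitions are named by their clusters or by the hemoglobin share of a cell's UMIs. A setting is said to close a gap or reach a value when its value differed from the paper's by no more than the counting error of the main value here. By the narrower interval of the definition itself, the paper's value still lay outside for Rps6, Rps14, Rpl11 and Hist1h2ap in early and late erythroid-like cells, with or without the unnamed cluster, for Hist1h2ap in clusters 21 and 24 and at over 30%, 20% and 10% hemoglobin, for Rps3 at over 30%, for Rps6 at over 20%, and for Ngp and Camp at over 10% hemoglobin.

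None of the alternatives, set before or chosen after, closed the gap for Hbb-bt (the paper's -0.12 against -0.15 here), Igha (the paper's -4.76 against -0.30, and -3.23 with at most 10% mitochondrial UMIs, set before), Ubb (the paper's -1.29 against -1.36) or Slpi (the paper's 1.71 against -0.15).

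For Ighg2c, the paper's 3.04 stands against 1.67 here. Of the alternatives set before the data were examined, the order-of-magnitude threshold (3.11) and cells with at least 50% hemoglobin UMIs (2.82) closed the gap and the others did not, and of the definitions chosen after seeing the values, over 30% (2.79) and over 20% hemoglobin (2.82) did. For Tmsb4x, the paper's -1.23 stands against -1.63, and the order-of-magnitude threshold (-1.22), set before, and over 20% hemoglobin (-1.24), chosen after seeing the values, closed it. Ngp was -1.22 in the paper and -1.03 here: a floor of 1000 UMIs (-1.28) and doublets kept (-1.22), set before, and the loading-rate doublets (-1.23) and over 10% hemoglobin (-1.19), chosen after seeing the values, closed it. Camp was -1.15 in the paper and -1.25 here, closed by at most 10% mitochondrial UMIs (-1.21), set before, and by over 10% hemoglobin (-1.11), chosen after seeing the values.

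Tent5c was 0.55 in the paper and 0.64 here. Cells with at least 50% hemoglobin UMIs (0.56), set before, closed it, and so did, chosen after seeing the values, the non-erythroid length trend (0.54), early and late erythroid-like cells together (0.54), and over 30% (0.54), 20% (0.55) and 10% (0.57) hemoglobin. March3 was 0.49 in the paper and 0.61 here, closed by at most 10% mitochondrial UMIs (0.50) and hemoglobin genes left out of clustering (0.49), set before, and by the loading-rate doublets (0.50) and early and late erythroid-like cells together (0.51), chosen after seeing the values.

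For the following genes none of the alternatives set before the data were examined closed the gap, and each setting named was chosen after seeing the values. Pabpc1 was 0.47 in the paper and 0.56 here (over 10% hemoglobin 0.46). Iglc1 was -4.15 in the paper and -2.67 here (clusters 21 and 24, -3.90). Hist1h2ap was -2.21 in the paper and -3.39 here, and reached -2.45 with its class's own length trend taken out, -2.13 with early and late erythroid-like cells together, -2.32 with cluster 24 added, -2.17 with clusters 22 and 24 added, -2.13 with early, late and unnamed clusters, -1.91 in clusters 21 and 24, and -1.91, -1.99 and -2.07 at over 30%, 20% and 10% hemoglobin.

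The ribosomal protein genes were Rps3 (the paper's -0.29 against -1.35 here), Rps6 (the paper's -0.10 against -0.96), Rps14 (the paper's -0.24 against -0.92), Rps10 (the paper's -0.24 against -1.16) and Rpl11 (the paper's -0.34 against -1.15), and none of the alternatives set before the data were examined closed these gaps. Chosen after seeing the values, early and late erythroid-like cells together gave -0.29 (Rps3), -0.14 (Rps6), -0.27 (Rps14), -0.25 (Rps10) and -0.29 (Rpl11), and with the unnamed cluster added -0.28, -0.13, -0.26, -0.24 and -0.29. Over 30% hemoglobin gave -0.37 (Rps3) and -0.15 (Rps6), and over 20% gave -0.17 (Rps6), which also differed from the paper's by no more than that counting error.

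Over all 337 genes, the Pearson correlation across genes with the paper's values was 0.614 for late erythroid-like clusters and between 0.700 and 0.853 for the 9 other definitions, and the ribosomal protein median ran from -1.07 to -0.17 over the 10 definitions. The paper describes genes of erythroid homeostasis as lower in the DKO late erythroid cells. The list written here, which is not the paper's gene set, had a median of 0.26, with 19 genes above 0 and 13 below by interval, and 11 of its 32 genes in the paper's own table have a lower value there. Of the cell death regulator list, 9 of its 14 genes in that table have a lower value there, the direction the paper describes. The paper describes the non-erythroid populations as without apparent distinctions. Here neutrophil-like cells were 33.0% of the control and 47.2% of the DKO non-erythroid cells, a difference that was not tested. It rests on 1 library per genotype and on different cell calling in the 2 libraries. From blood counts and flow cytometry of DKO mice, the paper also reports no cytopenias and intact hematopoiesis in the marrow.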

Other observations

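The tests of trapped plasma cells and, for the spread, of hemoglobin genes, the length trend, the genes compared and the ribosomal protein genes were written before their results were seen, and the other tests in this part were chosen only after the result was seen. In all, 23 tests of explanations were run, 9 written before and 14 after: 15 argued against the explanation, 6 left it open and 2 went in its favor. Exploratory passes over the data preceded these tables, and the limits that decided each test were set after exploratory values had been seen.

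The larger spread in late erythroid-like cells was set against 6 explanations. Poisson counting alone gives 0.17 at that depth, scaling without hemoglobin genes left a spread of 1.14, matching on the hemoglobin share of UMIs (3284 cells per library) left 0.89, and taking out the length trend of the non-erythroid classes left 1.03. Over the 528 genes above the minimum in all 5 large classes it was 1.23, against 0.57 in the highest non-erythroid class, and without ribosomal protein genes it was 0.87, against 0.58, so these genes carry part of it. All of these values but the first lie above the highest large non-erythroid class, and counting gives far less than the spread seen. None of the 6 alone is therefore the whole cause. They were taken one at a time, so their joint effect was not tested. Free RNA was not among the 6 and stays open. It could bring up to 3.49% of all control UMIs of late erythroid-like cells. Library and genotype stay inseparable.

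With the class's own length trend taken out, the erythrocyte homeostasis list stayed at the 99.97th percentile of random lists. This argues against that trend as the whole cause of its higher median. The median itself was 0.070 with the trend out, against 0.26 before, and the percentile does not show how much of its size goes with the trend. Isg15 is in this list and in the interferon-stimulated list, and Foxo3, Bcl2l1 and Prdx2 are in this list and in the cell death regulator list. In late erythroid-like cells matched on the hemoglobin share of UMIs, the median of the list was 0.45, against 0.26 without matching. An effect of genotype was not tested.

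Of the 2018 genes above the expression minimum in all 12 other classes, 23 were lower and 3 higher in every one of them by over 0.5 in the median class, under a rule changed after the first values were seen. Of the 23 lower genes, 6 had at least 50% of their 3' end in other genes, against 3.76% of the remaining genes, so reads shared between copies are a candidate explanation for part of them. Of the 5 genes changed over 2-fold, 0 lay within 20 Mb of Ddx41 or Cgas, against 3.63% of other genes, and 5 are too few for this comparison to decide. Of all 26 genes lower or higher by over 0.5, 0 lay within 20 Mb as well. This argues against strain variants in genes of that window as the direct cause for these 26 genes. Variants farther away were not excluded, and this count is not among the 23 tests.

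Neutrophil transcripts were lower in DKO late erythroid-like cells, with a list median of -1.25. Their control UMIs followed the empty droplets across the 15 genes with a Spearman rho of 0.986, and the log2 ratio of their summed UMIs was below 0 in 10 of the 11 other classes outside neutrophil-like cells. Free RNA may bring these transcripts, but the cells' own RNA cannot be told apart from it. For 5 of 8 genes of Supplementary Data 1 outside the neutrophil list, free RNA can bring over 50% of the control UMIs, and this too stays open. Of the immunoglobulin UMIs of DKO late erythroid-like cells, 32.1% came from 5 cells, against 4.90% in the control library, so trapped plasma cells or doublets are a candidate source.

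Medians over the other classes were -0.18 for the ribosomal protein list, -0.42 for immunoglobulin (7 classes), -0.26 for histone, -0.67 for neutrophil, 0.10 for p53 target, 0.0028 for cell death regulator, 0.022 for erythrocyte homeostasis and 0.15 for sex-linked genes. In late erythroid-like cells the histone list had a median of -0.64 and the interferon-stimulated list one of -0.79. Both libraries had Ddx3y (4083 and 3884 UMIs) and almost no Xist (5 and 8 UMIs).

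RNA of Cdkn1a and of genes whose proteins Fig. 6H shows was counted in late erythroid-like cells: the log2 ratio was -0.87 for Trp53 (175 control and 113 DKO UMIs), -1.69 for Rela (37 and 13 UMIs) and -1.06 for Cdkn1a (13 and 7 UMIs, interval -2.71 to 0.29).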
